# Complete remission of diabetes with a transient HDAC inhibitor and insulin in streptozotocin mice

**DOI:** 10.1038/s42003-023-05010-x

**Published:** 2023-06-13

**Authors:** Hideto Kojima, Miwako Katagi, Junko Okano, Yuki Nakae, Natsuko Ohashi, Kazunori Fujino, Itsuko Miyazawa, Takahiko Nakagawa

**Keywords:** Type 2 diabetes, Haematopoietic stem cells

## Abstract

Despite the growing epidemic worldwide, diabetes is an incurable disease. We have been focusing on why diabetes manifests refractoriness to any therapy. We recently found that abnormal bone marrow-derived cells (BMDCs), namely, Vcam-1^+^ST-HSCs, was a key mechanism for diabetic complications. We then hypothesize that those aberrant BMDCs sustainedly impair pancreatic β cells. Here we show that eliminating abnormal BMDCs using bone marrow transplantation results in controlling serum glucose in diabetic mice, in which normoglycemia is sustained even after cessation of insulin therapy. Alternatively, abnormal BMDCs exhibiting epigenetic alterations are treated with an HDAC inhibitor, givinostat, in diabetic mice. As a result, those mice are normoglycemic along with restored insulin secretion even following the cessation of both insulin and givinostat. Diabetic cell fusion between abnormal BMDCs and resident cells is significantly blocked by the combination therapy in the pancreatic islets and thymus while surgical ablation of the thymus completely eliminates therapeutic protection in diabetic mice. In conclusion, diabetes is an epigenetic stem cell disorder with thymic disturbances. The combination may be applied to patients aiming at complete remission from diabetes in clinical medicine.

## Abstract (web summary)

A combination of HDAC inhibitors and transient insulin treatment corrects epigenetic alterations in bone marrow-derived hematopoietic cells of the pancreas and thymus, leading to diabetes remission in the STZ model.

## Introduction

The growing epidemic of diabetes throughout the world^1^ has indicated that better therapy is required to induce the remission of diabetes. Recent studies have put much effort into identifying the causal mechanisms of diabetes. However, those attempts have not typically been linked with eliminating the root of diabetes. Alternatively, we have been interested in why diabetes cannot be cured after disease onset rather than identifying the pathogenesis of diabetes. In other words, we have assumed that a potential mechanism underlies the refractoriness to therapies in diabetes.

The β cells have regenerative potential^2,3^, which is predominantly stimulated at the peri-term, peaks at 2 years of age, and is gradually weaned until 5 years old^4^. In contrast, the adult pancreas does not exhibit a proliferative response but retains regenerative potential in response to several stimuli. For example, the β-cell mass could be reversibly expanded and accompanied by an increase in insulin secretion occurs during pregnancy^5^. Another case would be associated with insulin resistance in obesity, in which insulin is increasingly secreted for serum glucose control. Precise mechanisms for a compensative increase in insulin secretion remain unknown, but animal studies indicate that a compensatory increase in β-cell mass^6^, perhaps due to β-cell proliferation, could be a mechanism^7,8^. Alternatively, animal models undergoing pancreatic duct ligation have an expanded β-cell mass^9^, although the mechanism for β-cell proliferation remains controversial^10^. Nevertheless, these data indicate that adult β-cells likely retain regenerative potential. However, it has been believed that the regeneration ability of β cells is likely lost under diabetic conditions^11^. There might be machinery for interfering with β-cell regeneration under diabetic conditions.

We have recently found that abnormal bone marrow stem cells (BMDCs) play a key role in developing diabetic complications. These abnormal cells are generated under high glucose conditions and express several inflammatory cytokines, including TNF-α, and importantly, the phenotype of those cells cannot be corrected by serum glucose control using insulin^12^. These cells are also capable of fusing with several types of resident cells to impair their physiological functions^13–18^. BMDCs were finally identified as short-term hematopoietic stem cells (Vcam-1^+^ST-HSCs)^12^. The causal role of Vcam-1^+^ST-HSCs was demonstrated by the fact that eliminating these cells alleviated diabetic neuropathy in STZ-induced diabetic mice^12^.

We hypothesized that abnormal BMDCs interfere with β-cell regeneration under diabetic conditions and that treating abnormal BMDCs would result in restoring β-cell regenerative potential and increasing the release of insulin from the pancreatic islets. Since abnormal BMDCs cannot be corrected only by glucose control or insulin therapy^12^, alternative approaches are required. In the present study, we attempted to examine how β-cell regeneration is interfered with under diabetic conditions using the established diabetic mouse model, the streptozotocin (STZ)-induced diabetes model. This model would be appropriate to address the issue as we assumed that there might be machinery to interfere with β-cell regeneration under diabetic conditions. In other words, if we could remove the unknown causal factors, β cells could regenerate, and diabetes could be brought into remission in this model.

To treat abnormal BMDCs, two steps are likely required; one is to block the de novo production of those cells and the other is to correct epigenetic alterations in abnormal BMDCs. We assume that glucose control at the initial treatment phase would be indispensable to block the additional production of abnormal BMDCs. Therefore, in the present study, we initially utilized insulin to break the vicious cycle of generating abnormal BMDCs. In turn, to treat abnormal BMDCs, we utilized an HDAC inhibitor, as the BMDCs were found to exhibit epigenetic changes. Finally, we also examined the thymus as this organ is physiologically composed of BMDCs so abnormal BMDCs could alter thymic function, while successful therapy for diabetes could recover thymic function as well.

## Results

### Aberrant BM is the cause of diabetes

We hypothesized that abnormal BMDCs could disturb the regeneration process of β-cells, and be the reason for the refractoriness to current therapy. If it is the case, replacing abnormal BMDCs with physiological BMDCs could be a basic therapeutic strategy. In addition, we also assumed that glucose control at the initial phase of therapy would be required to block additional production of BMDCs, as abnormal BMDCs are easily produced under high glucose conditions^12^. In turn, insulin would not be required after healthy BMDCs could regenerate β cells in the islets of diabetic mice. To test our hypothesis, diabetes was induced in male C57BL/6J mice by injecting STZ. Insulin or a blank pellet was subcutaneously administered to the diabetic mice. Although the insulin pellet was absorbed over time and faded in a couple of weeks, an additional pellet was never inserted. After 9 Gy of radiation, diabetic mice underwent bone marrow transplantation (BMT) from nondiabetic mice or diabetic mice (Fig. 1a).

**Fig. 1:**
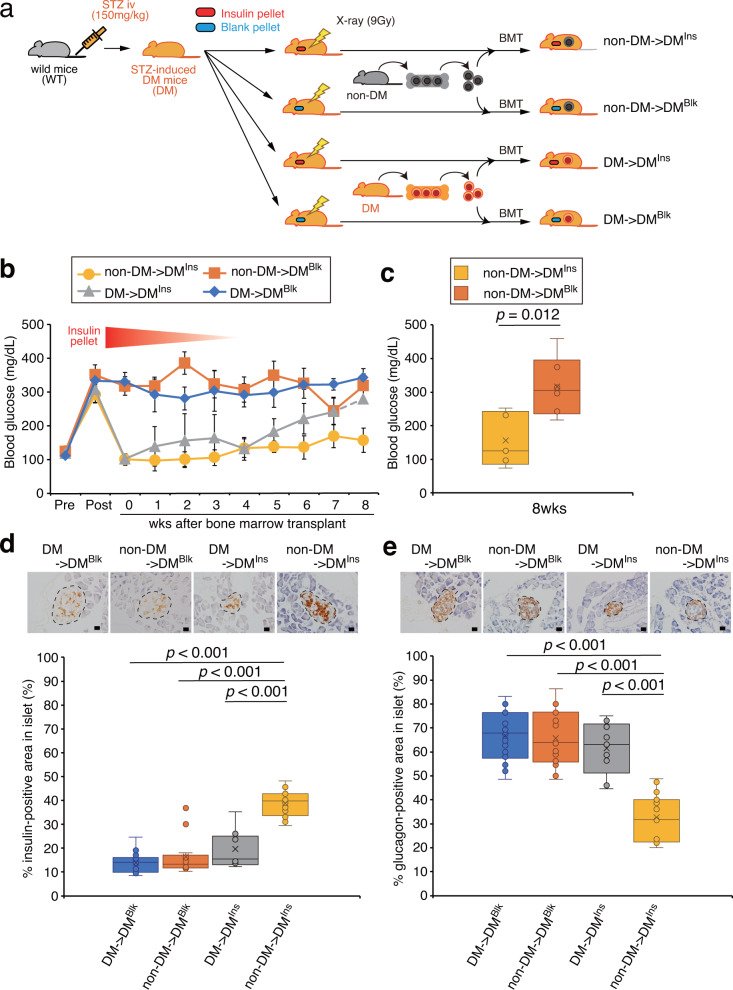
The role of bone marrow in diabetic mice. **a** Schematic of the study design. Gray mice indicate non-DM and orange mice indicate DM mice. The syringe shows STZ injection while the thunder sign indicates irradiation. Non-DM→DM^Ins^ group (*n* = 5 independent animals), mice that received bone marrow transplantation from non-DM mice after diabetes (DM) had been induced by STZ and received treatment with an insulin pellet (Ins); Non-DM→DM^Blk^ group (*n* = 6 independent animals), STZ-induced DM mice that were treated with a blank pellet (Blk) and then underwent bone marrow transplantation from non-DM mice; DM→DM^Ins^ group (*n*: started with *n* = 5 independent animals, but ended with *n* = 2 at 8 weeks), STZ-induced DM mice that were normoglycemic with insulin prior to the bone marrow transplantation from DM mice; DM→DM^Blk^ group (*n*: started with *n* = 5 independent animals, but ended with *n* = 3 at 8 weeks), STZ-induced DM mice with blank pellets that were reconstituted with bone marrow from DM mice. **b** Serum glucose concentrations in the four groups over the course of 8 weeks. Data are indicated as means ± SE. **c** Blood glucose at 8 weeks in the non-DM→DM^Ins^ and non-DM→DM^Blk^ groups. **P < 0.01. Immunohistochemical analysis of insulin (**d**) and glucagon (**e**) in the pancreas. Islets are surrounded by dotted lines. Insulin-positive signals (brown) and glucagon-positive signals (brown) in each islet were quantified in each group. Scale bars = 20 μm, **P < 0.01.

Four groups of diabetic mice were prepared to examine the role of BMDCs in diabetic mice (Fig. 1a). Insulin pellets were used to initially control blood glucose in diabetic mice, which were then divided into two groups. One group underwent BMT from nondiabetic mice (yellow line in Fig. 1b), whereas the other received bone marrow from diabetic mice (gray line in Fig. 1b). In the former group, we assumed that the transplanted bone marrow cells from nondiabetic mice would not turn out to be deleterious, as serum glucose would be controlled by insulin while those cells might drive islet regeneration and release endogenous insulin. In the latter group, diabetic mice with bone marrow from diabetic mice might remain diabetic even though serum glucose was controlled by insulin because insulin could not correct the abnormalities in the BMDCs. Therefore, this group would presumably show an increase in serum glucose after the insulin pellets faded away because bone marrow from diabetic mice would not be able to rescue the islets. In the rest of the mice, blank pellets were administered and divided into two groups as controls (blue and orange lines in Fig. 1b).

As shown in Fig. 1b, insulin pellets initially succeeded in lowering serum glucose concentrations in diabetic mice after bone marrow transplantation either from nondiabetic (yellow line: non-DM→DM^Ins^) or diabetic mice (gray line: DM→DM^Ins^). Despite the fade-out of the insulin pellets, serum glucose continued to be normal in the former group (yellow line); however, it increased in the latter group (gray line). The transplanted nondiabetic bone marrow cells contributed to keeping diabetic mice normoglycemic even after the insulin pellet faded, whereas diabetic bone marrow cells failed to do so (Fig. 1b). In turn, blank pellets failed to control blood glucose concentration in diabetic mice reconstituted with bone marrow from either nondiabetic (orange line: non-DM→DM^Blk^) or diabetic mice (blue line: DM→DM^Blk^). Statistical analysis was performed only with diabetic mice with BMT from nondiabetic mice and showed that bone marrow from nondiabetic mice was capable of maintaining significantly lower glucose concentrations at 8 weeks even after the insulin pellet had disappeared (Fig. 1c). Of note, five out of seven diabetic mice receiving bone marrow from diabetic mice (DM→DM^Blk^ and DM→DM^Ins^) were dead by 8 weeks, while no diabetic mice died that were reconstituted with bone marrow from nondiabetic mice (non-DM→DM^Blk^ and non-DM→DM^Ins^), suggesting that bone marrow from diabetic mice was deleterious.

We next examined whether the therapy could recover insulin and glucagon expressions in the pancreas at the end of the experiment. First, STZ-induced diabetic mice were confirmed to exhibit a marked reduction in insulin levels and substantial elevations in glucagon levels in the pancreatic islets compared to those of nondiabetic wild-type mice (Supplementary Fig. 1). Among these four groups, non-DM→DM^Ins^ mice showed significantly higher levels of insulin (yellow bar in Fig. 1d) and lower levels of glucagon in the pancreas (yellow bar in Fig. 1e) at the end of the study compared to those in the other groups. The other groups did not show significant changes in insulin or glucagon levels compared to control DM→DM^Blk^ mice. These data suggest that bone marrow cells contribute to recovering insulin expression in the islets of diabetic mice.

### Abnormal BMDCs in the pancreas and thymus

Based on our previous studies showing that abnormal BMDCs were the cause of the development of diabetic complications^12,14,16–18^, we also assume that similar to the case of diabetic complications abnormal BMDCs could also migrate into the pancreas and fuse with resident cells to impair insulin production in the islets. To test this hypothesis, bone marrow cells of GFP-Tg mice were transplanted into nondiabetic mice, and then diabetes was induced by STZ (Fig. 2a). Some cells expressed either GFP (green), a marker of BMDCs, or Vcam-1 (red), a marker for abnormal BMDCs^12^, in the islets (Fig. 2b), and double-positive cells for both markers were more frequently observed in diabetic mice than in nondiabetic mice. We next created a mouse model in which the total bone marrow of Ayu1 Cre mice was transplanted into lsl-tdTomato mice (Fig. 2d). In this model, the cell fusion between BMDCs from the donor mice and resident cells in the recipient mice theoretically creates red fluorescence. There were a higher number of cells expressing positive signals for tdTomato (red) in the pancreas of diabetic islets (Fig. 2e) than in that of nondiabetic islets, indicating that the fusion of resident islet cells with BMDCs occurred more frequently in diabetic islets.

**Fig. 2:**
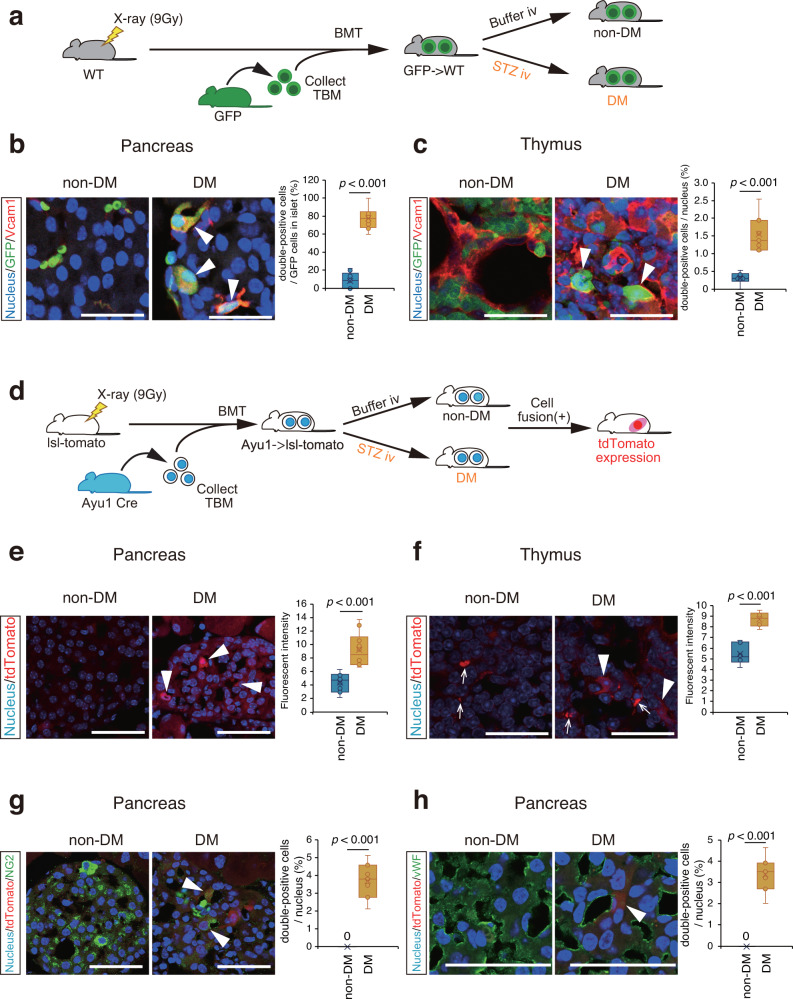
Pathological roles of BMDCs in the pancreas and thymus. **a** The schema of the study design. Gray mice indicate WT mice and green mice show GFP transgenic mice. Non-DM mice (*n* = 4 independent animals), wild-type mice that were reconstituted with bone marrow from GFP transgenic mice; DM mice (*n* = 4 independent animals), diabetes was induced by STZ in mice that had been reconstituted with bone marrow from GFP transgenic mice. **b** Vcam1 expression (red) in GFP-positive cells (green) of the pancreas in non-DM and DM mice. Yellow signals indicate double positivity with red (Vcam1) and green (GFP). Quantification of the percentage of double-positive cells among GFP-positive cells is shown in the right panel. **c** Immunofluorescence analysis shows GFP (green) and Vcam1 (red) expression in the thymus. The number of double-positive cells (yellow) was higher in DM mice than in non-DM mice. **d** The schema of the study design. White mice indicate WT mice and blue mice show Ayu1-Cre transgenic mice. After radiation, lsl-tomato mice received bone marrow from Ayu1-Cre mice before they were intravenously administered either citrate buffer or streptozotocin to create non-DM (*n* = 4 independent animals) and DM mice (*n* = 4 independent animals). In this design, the fusion of Ayu1-Cre-positive bone marrow-derived cells with resident cells of lsl-tomato mice theoretically results in red color expression. **e**, **f** Immunofluorescence of tdTomato as red signals (arrows) is often seen in the pancreas (**e**) and thymus (**f**) of DM mice but not in those of non-DM mice. **g**, **h** Immunofluorescence analysis of NG2 (green in (**g**)), a marker of pericytes, and VWF (green in (**h**)), an endothelial marker, is shown. Arrowheads show yellow signals, indicating double positivity for red (tdTomato) and green (NG2 or VWF). Scale bars = 50 μm.

To identify the specific types of resident cells fusing with BMDCs in the islets, immunohistochemical analysis of NG2, a marker of pericytes, and von Willebrand factor (VWF), a marker of endothelial cells, was performed. Green signals for NG2 (Fig. 2g) or VWF (Fig. 2h) turned yellow in some cells in the islets of diabetic mice, indicating the overlap between green GFP and red tdTomato; therefore, these BMDCs could fuse with pericytes and endothelial cells in the islets of diabetic mice. Given these results, the fusion of abnormal BMDCs with pericytes or endothelial cells could disturb vascular niche formation, which could be a potential mechanism by which diabetes impairs tissue regeneration in the islets in diabetes.

Next, we examined the thymus based on a previous report showing that bone marrow disorders were closely associated with thymic dysfunction^19^. Interestingly, we found that the thymus was atrophic in diabetic mice compared to nondiabetic mice (Supplementary Fig. 1a–c). We then examined the involvement of BMDCs in the thymus of nondiabetic and diabetic mice. Similar to the pancreatic islets, several GFP- and/or Vcam-1-positive cells were observed in the thymus of nondiabetic and diabetic mice, and the cells expressing both signals were more frequently observed in diabetic mice than in nondiabetic mice (Fig. 2c). Likewise, the expression of tdTomato was very faint in nondiabetic mice while several cells (arrowheads) showed strong red signals in diabetic mice (Fig. 2f), indicating that BMDCs were fused with resident cells in the thymus in diabetic mice (white arrows indicate nonspecific signals).

Finally, we performed FACS analysis of total thymic cells from control nondiabetic mice and STZ-induced diabetic mice. We found that there was no difference in the percentage of total T cell number in the total thymic cells between control nondiabetic mice and STZ-induced diabetic mice (10.8 ± 1.8% vs. 9.9 ± 0.9%, respectively). Dot plot diagrams showed that the fractions of CD4+ and CD8+ cells in total CD3+ cells in control nondiabetic mice are also similar to those in STZ-induced diabetic mice (Supplementary Fig. 2a, b). Likewise, immunohistochemistry showed that the number of CD8a in the thymus of nondiabetic mice was not different from those in diabetic mice (Supplementary Fig. 2c).

### Replacing diabetic BMDCs with physiological BMDCs allows the islet and thymus to recover from diabetic injury

We next investigated the mechanism as to how healthy bone marrow contributed to the remission of diabetes using GFP-tg mice as a donor to monitor BMDCs in the recipient (Fig. 3a). After induction of diabetes with STZ, diabetic mice were divided into two groups: one group received blank pellets as uncontrolled diabetes, while the other group was treated with insulin pellets. These mice underwent BMT from nondiabetic GFP-tg mice (Fig. 3a). Assumingly, the transplanted BMDCs would be exposed to high glucose in uncontrolled diabetic mice (GFP^non-DM^→DM^Blk^), so that those cells would turn to be deleterious. In contrast, the transplanted BMDCs would exhibit healthy physiological activity when those cells were under glucose control in insulin-treated diabetic mice (GFP^non-DM^→DM^Ins^). Immunofluorescent analysis for Vcam-1 was performed to detect abnormal BMDCs. As shown in Fig. 3b, the islets in GFP^non-DM^ → WT non-DM mice showed no cells expressing Vcam-1 (red). In contrast, both uncontrolled diabetic mice in the GFP^non-DM^ → WT DM group and GFP^non-DM^→DM^Blk^ group showed some yellow cells in islets, suggesting that uncontrolled diabetes was associated with the infiltration of abnormal BMDCs in pancreatic islets. However, the combination therapy of insulin and BMT from nondiabetic mice eliminated the invasion of these abnormal BMDCs in GFP^non-DM^→DM^Ins^ mice (Fig. 3b).

**Fig. 3:**
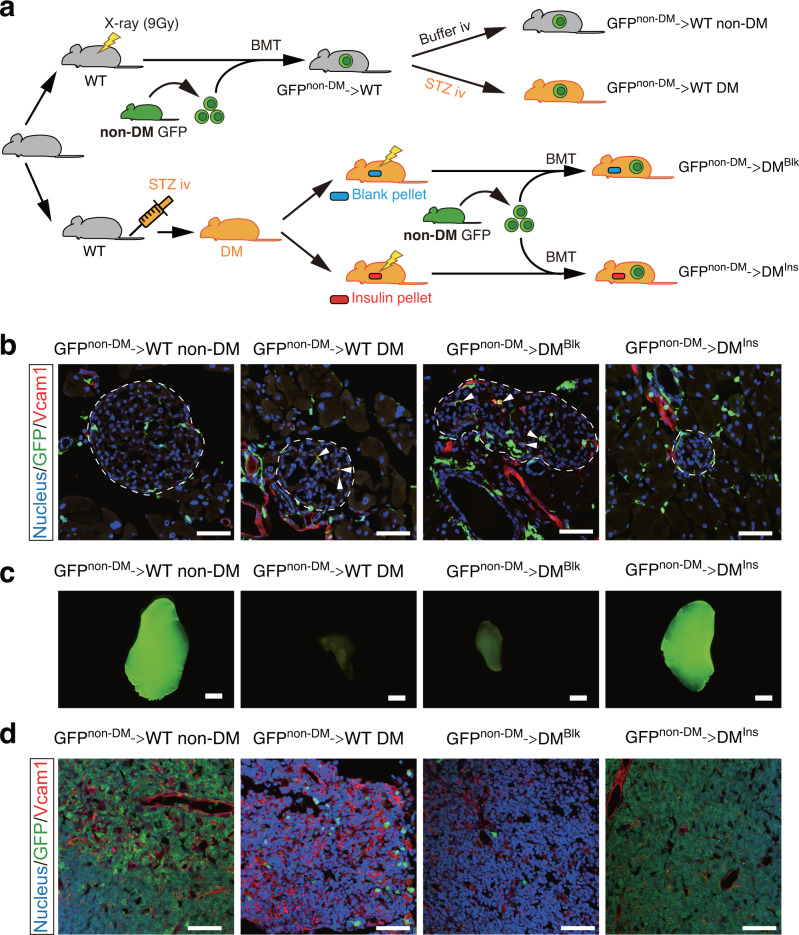
The combination of insulin with BMT blocks the infiltration of abnormal BMDCs in the pancreas and thymus of diabetic mice. **a** The schema of the study design. Gray mice indicate non-DM and orange mice indicate DM mice. The syringe shows STZ injection while the thunder sign indicates irradiation. GFP^non-DM^ → WT non-DM (*n* = 4 independent animals) and GFP^non-DM^ → WT DM groups (*n* = 4 independent animals), bone marrow of nondiabetic (non-DM) GFP transgenic mice was transplanted into wild-type (WT) mice before non-DM or DM mice were induced with citrate buffer or streptozotocin, respectively. In the GFP^non-DM^→DMBlk (*n* = 4 independent animals) and GFP^non-DM^→DMIns groups (*n* = 4 independent animals), wild-type mice were first induced to be diabetic with streptozotocin and were treated with insulin or blank pellets, and then these mice received bone marrow from nondiabetic GFP transgenic mice. **b** Immunofluorescence of GFP (green) and Vcam1 (red). Yellow (arrowheads) shows the overlap of GFP with Vcam1. Dotted lines indicate islets of the pancreas. Scale bars = 50 μm. **c** Macroscopic GFP expression in the thymus. Scale bars = 10 μm. **d** Immunofluorescences of GFP (green) and Vcam1 (red) in the thymus. Scale bars = 50 μm.

After the thymus was confirmed to be atrophic in diabetic mice compared to nondiabetic mice (Supplementary Fig. 1), we then examined the effect of the combination therapy on the thymic mass (Fig. 3c). Stereomicroscopy revealed green fluorescence in the whole mass of the thymus in control GFP^non-DM^ → WT non-DM mice while diabetic mice in the GFP^non-DM^ → WT DM group and GFP^non-DM^→DM^Blk^ group had a shrunken thymus with reduced GFP expression (Fig. 3c). However, the combination of insulin therapy with BMT from nondiabetic mice was able to restore the size of the thymic mass (GFP^non-DM^→DM^Ins^) (Fig. 3c). Likewise, histological analysis of the thymus revealed that compared with control GFP^non-DM^ → WT non-DM mice, a few GFP-positive cells were detected in diabetic mice with uncontrolled glucose levels in the GFP^non-DM^ → WT DM group and GFP^non-DM^→DM^Blk^ group. These data indicate that the progeny of abnormal BM cells, including those of the T-cell lineage^12^, might fail to migrate into the thymus, perhaps due to a loss of physiological function. In contrast, there were many GFP-positive cells in diabetic mice treated with combination therapy (Fig. 3d).

### Blocking HDACs together with insulin induces complete remission in diabetes

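LSK cells are bone marrow cells that lack the surface markers of mature blood lineages and carry Sca-1 and c-kit, a population that holds hematopoietic stem cells and early progenitors. Their gene expression was measured on 1-colour Agilent mouse arrays, with 1 array for nondiabetic mice and 1 array for STZ-induced diabetic mice. The sample labels give 3 mice and 8.3 ng of total RNA for each array, and the RNA was amplified and labelled with Cy3 before hybridization. The paper describes male mice given STZ at 150 mg/kg, whereas the labels of both arrays give female mice. Each array carried 62976 spots, of which 59305 were not controls and held 55681 different probes. By the flag of the scanner software, 62.7% of these spots were well above background on the nondiabetic array and 63.9% on the diabetic array. The median intensity was 29.8 on the nondiabetic array and 32.2 on the diabetic array, and the number of saturated spots was 0 on both. Both arrays lay on 1 slide and were read in 1 scan. The scanner software had subtracted the background within each array. These intensities were converted to log2 and scaled by subtracting each array's 75th percentile over the non-control spots. Spots marked as outliers on either array were left out, which removed 192 spots on account of the nondiabetic array and 147 on account of the diabetic array. Spots of 1 probe were averaged, and a gene with several probes was represented by its brightest probe. A probe well above background on 1 array only has a bound for its ratio, taken against the other array's lowest intensity well above background, or against the dim probe's own intensity where that is higher, and no bound where this would turn the direction after scaling. A probe well above background on neither array has no ratio. On the 217 probes printed at least 5 times and well above background on both arrays, the SD of the log2 ratio between spots of a probe had a median of 0.12. With all measured probes split by intensity into 3 groups of equal size, it was 0.23 among the dimmest, 0.13 in the middle group and 0.07 among the brightest. This spread covers spot-to-spot error and leaves out differences between mice, cell sorts and amplifications. With 1 array per condition, the differences between nondiabetic and diabetic mice have no replicate check and were not tested.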

Based on our previous study showing that Vcam-1^+^ST-HSCs, which are causally involved in the development of diabetic complications, belonged to Lin(-)Sca-1(+)c-kit(+) cells (LSK cells) in the BM^12^, LSK cells were then isolated to examine the expression patterns of histone deacetylases (HDACs). 

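Of the 11 HDAC genes and 7 sirtuin genes on the arrays, 3 were at least 2-fold higher in LSK cells of diabetic mice, 2 were at least 2-fold lower, 12 changed by less and 1 had no ratio. Intensities are given before scaling and log2 ratios of diabetic over nondiabetic after it. Sirt1 (probe A_55_P2030428) had an intensity of 79.6 in nondiabetic and 321 in diabetic mice, a log2 ratio of 1.89. Sirt6 (probe A_55_P2185794) rose from 159.7 to 411, a log2 ratio of 1.24 that its other probe did not share. Hdac3 (probe A_55_P1992640) rose from 97.8 to 247, a log2 ratio of 1.22. Hdac11 (probe A_51_P213334) had an intensity of 48.8 in nondiabetic mice and was not well above background in diabetic mice, which makes it at least 5.26-fold lower. The brighter probe of Hdac8 (A_51_P481191) fell from 253 to 128, which is 2.15-fold lower after scaling, while its other probe rose. Hdac4 (probe A_51_P417839) was not well above background on either array, with intensities of 2.38 and 6.54. The log2 ratio was -0.95 for Hdac2, measured on 8 spots, -0.67 for Hdac9, -0.60 for Sirt7 and -0.32 for Hdac1. The other 8 genes, Hdac5, Hdac6, Hdac7, Hdac10 and Sirt2 to Sirt5, lay between -0.36 for Hdac6 and 0.11 for Hdac5. The median over the 17 genes with a ratio or bound was -0.26, at the 4.54th percentile of the medians of 10000 random lists of genes matched on signal. That percentile describes these 2 arrays and is not a test. Background correction by normexp moved the counts most, to 1 gene at least 2-fold higher and 0 lower. Averaging over a gene's probes turned Hdac8 to 0.82, Hdac1 to 0.15 and Sirt7 to 0.04, took Sirt6 to 0.60 and put the family's median at -0.08, at the 25.9th percentile. From the HDACs whose expression rose and those whose expression fell, the paper proposes that diabetes caused epigenetic changes in LSK cells.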

The expression of some types of HDACs was markedly upregulated, including type-1, -3, -4, and -8 and sirt-1, -6, and -7, while some were downregulated, such as type-2, -9, and -11, suggesting that diabetes caused epigenetic changes in LSK cells of the BM (Supplementary Fig. 3).

We then hypothesized that epigenetic modifications could eliminate pathological changes in BMDCs and cure diabetes. As shown in Fig. 4a, STZ-induced diabetic mice were transiently treated with insulin pellets only for an initial couple of weeks, while those mice were treated with givinostat, a nonspecific HDAC inhibitor, for 8 weeks (Fig. 4a, b). Givinostat was administered either orally or by venous injection because it was uncertain which method could exert therapeutic efficacy at that moment. Importantly, the therapeutic efficacy continued to be observed for an additional 4 weeks without any treatment after the end of givinostat administration, with the hope that normal glucose levels would be maintained without any therapy if diabetes could be put into remission (Fig. 4a, b). Givinostat alone, by either oral administration (DM^Blk+Giv p.o.^ shown by the dark-blue line) or by venous injection (DM^Blk+Giv i.v.^ shown by the green line), did not lower glucose levels in diabetic mice (Fig. 4b). Diabetic mice treated only with insulin pellets exhibited normoglycemia only during the first 2–3 weeks while insulin pellets were present, but after insulin pellets faded out, the blood glucose concentrations gradually increased later in diabetic mice (DM^Ins^ shown by the orange line). However, glucose control was maintained in diabetic mice that were administered givinostat for 8 weeks with an initial insulin pellet implantation (DM^Ins+Giv i.v.^ shown by the red line and DM^Blk+Giv p.o.^ shown by the purple line). Importantly, these two groups remained normoglycemic even after the insulin pellet had faded. More importantly, these mice also showed sustained normoglycemia for an additional 4 weeks even after the withdrawal of givinostat treatment (Fig. 4b, c). Mean glucose concentrations between 9 and 12 weeks, during which there was no therapy, were statistically lower in diabetic mice with the combination therapy than in untreated diabetic mice (Fig. 4c). These data support our assumption that diabetic remission could be achieved by a transient HDAC inhibition only when initial glucose control is well controlled. Of note, several diabetic mice receiving blank pellet and givinostat orally or by injection were dead at 8 weeks (blue and green lines), while all animals survived in the other groups, suggesting that monotherapy with givinostat was deleterious in diabetic mice.

**Fig. 4:**
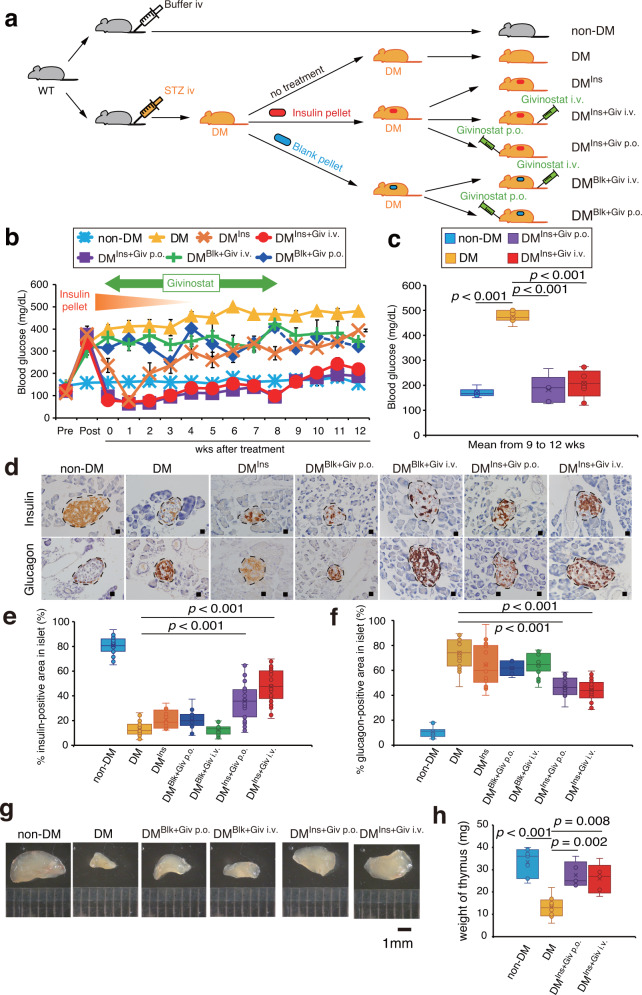
Sustained normoglycemia is achieved without any treatments in diabetic mice. **a** The schema of the study design. Gray mice indicate non-DM and orange mice indicate DM mice. White syringe shows control buffer injection whereas orange and green syringes indicate STZ and givinostat injections, respectively. After the induction of diabetes using STZ, diabetic mice were treated with no treatment (*n* = 4 independent animals), blank (*n* = 8 independent animals) or insulin pellets (*n* = 13 independent animals). At the same time, some were also treated with givinostat orally or by injection. **b** Time course of blood glucose concentrations for 12 weeks. Data are indicated as means ± SE. **c** Mean blood glucose concentrations between 9 and 12 weeks, which were after the end of combination therapy (*n* = 5–9 per group. Independent measurement) *P < 0.05. **d** Immunohistochemistry for insulin and glucagon in the islets at 12 weeks; brown color indicates insulin (upper panels) or glucagon signals (lower panels). Black dotted lines surround the islets of the pancreas. Scale bars = 20 μm. **e**, **f** Quantification of the % insulin-positive area (**e**) and glucagon (**f**) in an islet, is shown. (*n* = 2–5 per group. Independent measurement). **g**, **h** Macroscopic thymic masses (**g**) and the quantification of thymic mass weight (**h**) (*n* = 5–8 per group. Independent measurement) are shown. Scale bars = 1 mm. **P < 0.01.

To examine the therapeutic efficacy of the combination therapy, the expression levels of endogenous insulin (Fig. 4d, e) and glucagon (Fig. 4d, f) were immunohistochemically examined at the end of the study. Compared to nondiabetic mice, untreated diabetic mice exhibited markedly reduced insulin levels in islets. Monotherapy with insulin pellets (DM^Ins^) or givinostat (DM^Blk+Giv i.v.^, DM^Blk+Giv p.o.^) did not change the signal intensities of these two factors, while the combination therapy increased insulin signals (DM ^Ins+Giv i.v.^, DM^Ins+Giv p.o.^). In contrast, glucagon signals in the islets were significantly higher in untreated diabetic mice than in nondiabetic wild-type mice (Fig. 4e), while the combination therapy succeeded in lowering glucagon signals (DM ^Ins+Giv i.v.^, DM^Ins+Giv p.o.^) (Fig. 4e). Likewise, serum insulin concentrations in diabetic mice with the combination therapy also returned to the levels of nondiabetic mice (Supplementary Fig. 4).

In terms of the thymus (Fig. 4g, h), the organ appeared to be atrophic in untreated diabetic mice (DM) compared to nondiabetic mice (non-DM). Similar to the changes in insulin and glucagon expression, monotherapy with insulin pellets (DM^Ins^) or givinostat (DM^Blk+Giv i.v.^, DM^Blk+Giv p.o.^) failed to show any changes, but the thymus size recovered in response to the combination therapy in the treated diabetic mice (DM ^Ins+Giv i.v.^, DM^Ins+Giv p.o.^).

### TNF-α is expressed in abnormal BMDCs to mediate diabetic injury in the BM and thymus

A key mechanism by which diabetes causes pancreatic and thymic injuries would be accounted for by the deleterious ability of abnormal BMDCs to express the inflammatory cytokine TNF-α^18^ and several chemokines (Supplementary Fig. 5). 

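On the arrays of LSK cells, 32 chemokine genes were identified by symbol, of which 12 were well above background in both nondiabetic and diabetic mice, 3 in 1 of them and 17 in neither. Ccl4 (probe A_51_P509573) rose from an intensity of 184 to 859, which is 4.30-fold higher after scaling. Ccl3 (probe A_51_P140710) rose from 167 to 376, a log2 ratio of 1.05. No other chemokine passed 2-fold in either direction by its brightest probe. Ccl9 (probe A_51_P185660) rose from 589 to 1247, a log2 ratio of 0.97, and Pf4, which encodes Cxcl4, had a log2 ratio of 0.75. Ccl5 had a log2 ratio of -0.70 and Ccl2 one of -0.10. In 3 chemokine genes the probes differed by more than 2-fold. The brightest probe of Ccl19 gave 0.21 and its others -0.02 and 1.28. For Ccl25, the brightest probe gave -0.05 and the other was at least 3.88-fold lower, while Cxcl9 had log2 ratios of -0.01 and -1.12. Of 16 chemokine receptor genes, 7 were measured on both arrays, 2 had a bound and 7 had no ratio. Ccr10 (probe A_55_P2105878) rose from 11.9 to 36.4, which is 2.82-fold higher after scaling. Cxcr4, with a log2 ratio of 0.05, was nearly unchanged. With interleukins included, the family held 85 genes, of which 5 were at least 2-fold higher and 2 at least 2-fold lower. Without a filter on dim probes these counts were 8 and 5, and under normexp they were 1 and 0.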

The untreated diabetic mice markedly expressed TNF-α in BM cells and the thymus but not in the pancreatic islets compared with nondiabetic mice (Supplementary Fig. 6). A potential reason for the lack of TNF-α expression in pancreatic islets might be that the β cells had already been largely destroyed by STZ, leaving no β cells to express the cytokine. Single therapy with givinostat (DM^Blk+Giv i.v.^, DM^Blk+Giv p.o.^) or insulin pellets (DM^Ins^) was not sufficient in blocking TNF-α expression. In turn, the combination therapy succeeded in reducing TNF-α expression in these organs (DM ^Ins+Giv i.v.^, DM^Ins+Giv p.o.^) (Supplementary Fig. 6).

### The thymus is the key to the remission of diabetes

Our data indicate that the thymus may be involved in the pathogenesis of diabetes and could play a key role in the treatment of diabetes. To determine the role of the thymus, we surgically removed this organ in diabetic mice treated with combination therapy (Fig. 5a). As shown in Fig. 5b, thymectomy significantly eliminated the antidiabetic effects of this treatment. These mice were sacrificed at 8 weeks, and we confirmed that the thymus was successfully removed in these mice (Fig. 5c).

**Fig. 5:**
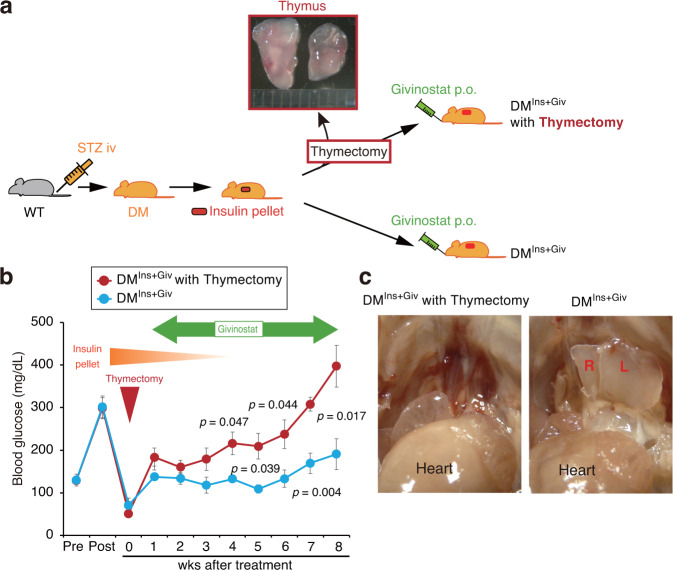
The thymus is a key mediator in the progression of diabetes. **a** The schema of the study design. Gray mice indicate non-DM and orange mice indicate DM mice. A syringe with orange or green color indicates STZ or givinostat injections, respectively. Eight diabetic mice were treated with an insulin pellet and then divided into two groups: one group underwent thymectomy (*n* = 4 independent animals), and the other group underwent sham surgery (*n* = 4 independent animals). Both groups were treated with givinostat for 8 weeks after thymectomy. **b** Time course of the blood glucose concentration for the entire period of this study. Data are indicated as means ± SE. **c** Representative pictures of the thymus in the two groups at sacrifice. R and L indicate the right and left lobes of the thymus, respectively.

## Discussion

Our previous study demonstrated that a cause of diabetic complications was Vcam1^+^ST-HSCs in the bone marrow, which pathologically express proinsulin and TNF-α and fuse with resident cells in several organs, including neurons, the liver, adipose tissue, and the thymus, and impair their physiological functions^13^. Here, we hypothesized that the same mechanism could be driven in the pancreas to disturb β cells and impair insulin expression. Importantly, the fact that those abnormal BMDCs could not be eliminated by controlling serum glucose indicates that those cells could account for the diabetic refractoriness to current therapy. Thus, these cells could be a novel therapeutic target to eliminate diabetes.

To test our hypothesis, we first attempted to replace abnormal BMDCs with healthy BMDCs in diabetic mice. In addition, we also thought that the blood glucose concentration should be controlled by insulin to block the new production of abnormal BMDCs, as those abnormal BMDCs continued to be produced under high glucose concentrations^12^. As we expected, BMT with insulin pellets succeeded in maintaining normoglycemia, which importantly was sustained even after the insulin pellets had faded away. We confirmed that this sustained therapeutic effect would account for restoring endogenous insulin production in the pancreas. This experiment clearly demonstrated that a cause of diabetes was abnormal BMDCs, which could be a therapeutic target.

As an alternative to BMT, a pan-HDAC inhibitor, givinostat, was administered based on our data showing that abnormal BMDCs exhibited epigenetic changes with aberrant HDAC expression. The pharmaceutical inhibition of HDAC activity exhibited antidiabetic effects similar to those of BMT. In fact, givinostat maintained normoglycemia after the end of insulin therapy in diabetic mice, and more importantly, the effects of HDAC inhibition were sustained for at least 4 weeks after the cessation of both givinostat and insulin. These data suggest that the epigenetic changes in abnormal BMDCs would be a key mechanism for diabetic refractoriness and that HDAC inhibition could eliminate diabetic epigenetic changes, leading to complete remission for diabetes.

Here, the present study demonstrated that there were several mechanisms by which diabetes interfered with the regeneration of islets. First, high glucose-induced aberrant HDAC activities were associated with the upregulation of several pathological factors, including proinsulin and inflammatory cytokines and chemokines, in abnormal ST-HSCs in diabetes. Since those cells retain the ability to fuse with resident cells^13^, the fused cells are likely exposed to inflammatory cytokines and chemokines that disturb their physiological functions. In particular, the fusion of those abnormal BMDCs with endothelial cells or pericytes would be critical, as endothelial cells and pericytes are key components of vascular niche formation for tissue regeneration^20^. Such a pathological process might be a key mechanism for interfering with islet regeneration under diabetic conditions.

Another interesting finding was thymic atrophy in diabetic mice, and insulin therapy failed to alleviate the pathological changes. The potential mechanism for thymic atrophy would be accounted for by abnormal BMDCs homing to the thymus to induce inflammation. We have long wondered why aberrant BMDCs, despite the non-physiological expression of proinsulin and TNF-α, are not considered “a foreign substance” to be eliminated by the immune system in the context of diabetes. However, the present study might provide a clue for understanding that the atrophied thymus loses its physiological function and allows aberrant BMDCs to escape from immune recognition. Importantly, the atrophic thymus is likely a key determinant of the therapeutic effect. Since surgical removal of the thymus was shown to completely eliminate the protective effects of these therapies, the thymus may be indispensable to diabetic remission. This finding is consistent with recent studies showing that the thymus is not simply an immune system that educates T cells but also contributes to the tissue regeneration process. In particular, the subset of regulatory T cells contributes to tissue regeneration^21^.

Previously, our group identified a subset of ST-HSCs that aberrantly expressed Vcam-1 and TNF-α and home to various organs, including neurons, the liver, adipose tissue, and the thymus, where those cells fuse with residential cells and may play a detrimental role in driving diabetic complications^12^. While cell fusion between BMDCs and other cells under nondiabetic conditions is usually a physiological process^22,23^, it is likely detrimental when the BMDCs are impaired and can induce irreversible damage under diabetic conditions.

In contrast to BMT, which is an unlikely practical therapy for each diabetic patient in clinical medicine, an HDAC inhibitor with insulin could be an alternative and practically utilized. HDAC inhibitors are not currently used to treat diabetic patients but have been used in clinical practice to treat several diseases, including hematological malignancies and multiple sclerosis^24^, suggesting that they are safe.

In our hypothesis, high glucose is the key factor driving the progression of diabetes, suggesting that this mechanism could be shared by both type 1 and type 2 diabetes and that the therapy can be effective for both types. In other words, we need to be aware that the present therapy inhibits only the driving machinery but does not block the initiation process in both types of diabetes.

In conclusion, the present study demonstrated that complete remission in diabetes can be induced by the combination of HDAC inhibition and blood glucose control. Eliminating aberrant BMDCs could restore the regenerative ability of β cells for insulin secretion (Fig. 6).

**Fig. 6:**
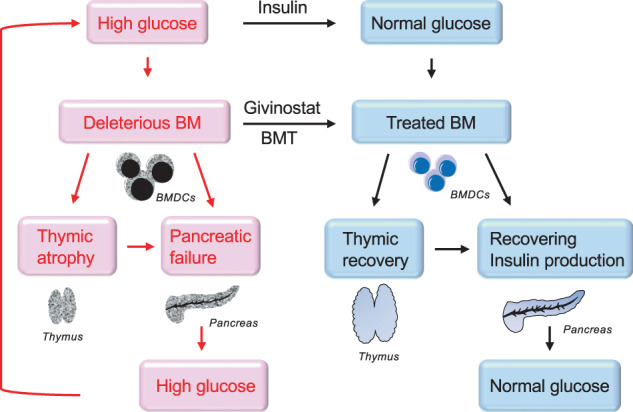
The conceptual schema shows the mechanism for the progression of diabetes and how combination therapy could block the deleterious pathways. High glucose initiates BM dysfunction, resulting in both pancreatic and thymic dysfunctions. Pancreatic dysfunctions sustain hyperglycemia while thymic dysfunction could lead to pancreatic dysfunction. In order to block the vicious cycle, both glucose control and HDAC inhibition are required. Blood controls could eliminate the future production of abnormal BM cells whereas an HDAC inhibition would remove the diabetic memory from existing deleterious BM cells.

## Methods

### Animal models

All experimental protocols in this study were approved by the Animal Care Committees of the Shiga University of Medical Science to comply with all relevant ethical regulations for animal testing. C57BL/6J mice (wild type, Japan SLC, Inc., Shizuoka, Japan), C57BL/6-Tg (UBC-GFP) 30Scha/J mice (GFP-Tg mice, The Jackson Laboratory, Bar Harbor, ME, USA), B6.Cg-Gt(ROSA)26Sor^tm9(CAG-tdTomato)Hze^/J (Lsl-tdTomato mice, The Jackson Laboratory) and Ayu1 promoter-driven Cre recombinase-expressing (Ayu1-Cre) mice^25^ were used.

In the first experiment, diabetic mice were reconstituted with the BM of wild-type mice to examine whether the BM of wild-type mice has an antidiabetic effect. Diabetes was induced by the injection of STZ (150 mg/kg) into the tail vein, and control mice were administered citrate buffer (pH 4.5)^12,13^. The induction of diabetes was confirmed by a serum glucose concentration >250 mg/dl one week after STZ injection. Diabetic mice that had been diabetic for 12 weeks or age-matched wild-type mice were used as donors for BMT. An insulin pellet or a blank pellet (LinBit, LinShin Canada, Inc., Canada) was subcutaneously inserted into some diabetic mice under isoflurane inhalation anesthesia. Basically, an insulin pellet lasts for only a couple of weeks, so after 4 weeks, blood glucose is controlled by endogenous insulin.

The second experiment included two sets of mice: recipient C57BL/6J mice that received BM from donor GFP-Tg mice and floxed-tomato mice reconstituted with BM cells from Ayu1-Cre mice. If cell fusion occurred between cells in floxed-tomato mice and BMDCs from Ayu1-Cre mice, the fusion cells would develop red fluorescence because Cre recombinase in the BM cells of Ayu1-Cre mice reacts with the lox-stop-lox codon in the floxed-tomato mice.

The third experiment included two types of recipients (Fig. 3a). One group included mice that were reconstituted with BM cells from wild-type GFP transgenic mice and injected with buffer or STZ to create control or diabetic mice, respectively. In the other group, diabetes was initially induced with STZ, and then the mice were treated with a blank or insulin pellet prior to receiving BM cells from nondiabetic GFP-Tg mice.

In the next experiment, 1 week after STZ-induced diabetic mice were treated with either a blank or an insulin pellet, 2.5 mg/kg givinostat (Cayman Chemical, Michigan, USA), a pan-HDAC inhibitor, was administered orally or by injection via the tail vein every 3 days for 8 weeks^26^.

In the final experiment, thymectomy was performed in treated diabetic mice^27^ to examine the involvement of the thymus in the pathophysiology of diabetes. Briefly, mice were placed in a supine position and fixed to the stereomicroscope. After a median incision was made in the anterior neck and the connective tissue around the thyroid gland was detached, the thymus was carefully and surgically removed^27^.

### Bone marrow transplantation

The recipient mice were exposed to 9 Gy of radiation by an MBR-1520R X-ray irradiator (Hitachi Medical Corporation, Tokyo, Japan) and then underwent BMT as described previously^12^. We confirmed that BMT reconstituted 95% of peripheral white blood cells of donor origin^12^.

### Immunofluorescence analysis

After exsanguination, the mice were perfused with 4% paraformaldehyde in 0.1 M phosphate buffer, and the pancreas, thymus and bone were collected. Rabbit anti-insulin (Cell Signaling Technologies, Danvers, MA USA), rabbit anti-glucagon (Cell Signaling Technologies) and rabbit anti-TNF-α (Abcam, Cambridge, UK) were used as primary antibodies, followed by ImmPRESS reagent anti-rabbit IgG as the secondary antibody. The color was developed using an ImmPACT DAB kit (Vector Laboratories, Burlingame, CA, USA). For immunofluorescence analysis, the sections were incubated with anti-Vcam-1 (Cell Signaling Technologies) or rabbit anti-NG2 (Proteintech, USA) and sheep anti-von Willebrand Factor (Abcam) primary antibodies at 4 °C overnight, followed by Alexa555 anti-rabbit IgG as a secondary antibody (Thermo Fisher Scientific Inc. Waltham, MA, USA). To examine the localization of CD8a T cells in the thymus, frozen sections of fixed thymus were stained with rat anti-CD8a (Clone 53-6.7, Biolegend) as primary antibody and Alexa488 anti-rat IgG (Thermo Fisher Scientific) as secondary antibody at 4 °C overnight. These fluorescent immunostained sections were mounted with a DAPI-containing medium (Vector Laboratories) and observed under a fluorescence microscope.

### Evaluation of the thymus

After being perfused with fixative, the thymus was gently removed using a stereomicroscope. The organ was immersed in 15% sucrose in 0.1 M phosphate buffer and then weighed. Images were captured and examined by a fluorescence stereomicroscope.

### FACS analysis of thymus

Thymus was isolated from nondiabetic and diabetic mice perfused with PBS(−) after anesthesia to prepare the suspensions of the thymocyte. Thymocyte suspensions were stained with LIVE/DEAD violet dead cell stain kit (Thermo Fisher Scientific) for 30 min to remove dead cells, washed with PBS(−), and reacted with anti-CD16/32 antibody (Clone 93, Biolegend) to block Fc receptor. Cell suspensions were then stained with PECy7 CD3 (Clone 17A2, Biolegend), FITC CD4 (Clone GK1.5, Biolegend), and APC CD8a (Clone 53-6.7, Biolegend) antibodies for 30 min. The suspensions of stained cells were analyzed using FACS Aria Fusion (BD bioscience). A portion of unstained suspended cells was stained with an isotype control of each fluorescent antibody to determine gating. Acquired data were analyzed using FACS DIVA software (BD Bioscience).

### Microarray analysis

Monocytes were isolated from total BM cells by Ficoll-Paque-PLUS (Cytiva, Tokyo, Japan) before dead cells were removed with a LIVE/DEAD Fixable Blue DEAD cell stain kit (Thermo Fisher Scientific Inc.). The samples were stained with a Biotin Mouse lineage panel (BD Biosciences, San Jose, CA, USA), followed by PECy7-conjugated streptavidin, APC-conjugated c-kit, and APCCy7-conjugated Sca-1 (all from BD Biosciences), and then LSK cells were isolated by a FACS Fusion (BD Biosciences). An RNeasy Plus Micro kit (Qiagen) was used to extract RNA from LSK cells, and then the samples were sent to Takara Bio Inc. (Shiga, Japan), where the RNA was amplified and microarray analysis was performed.

### Statistics and reproducibility

Data were evaluated using *t*-tests to analyze differences between two groups or using one-way ANOVA to analyze differences among more than three groups. The number of mice for each experiment is provided in the result and in the figure legends. Data are expressed as the mean ± SE. *P* < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplemental Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Raw source data for all figures and supplementary figures can be found in Supplementary Data 1. The accession code for microarray data is GSE224690 in Gene Expression Omnibus (GEO).

# Supplementary material for: Complete remission of diabetes with a transient HDAC inhibitor and insulin in streptozotocin mice
**Source:** Commun Biol. 2023 Jun 13;6:637. doi: 10.1038/s42003-023-05010-x
**Supplement:** Supplementary file 2 — Supplemental Information

## Supplementary Figure 1

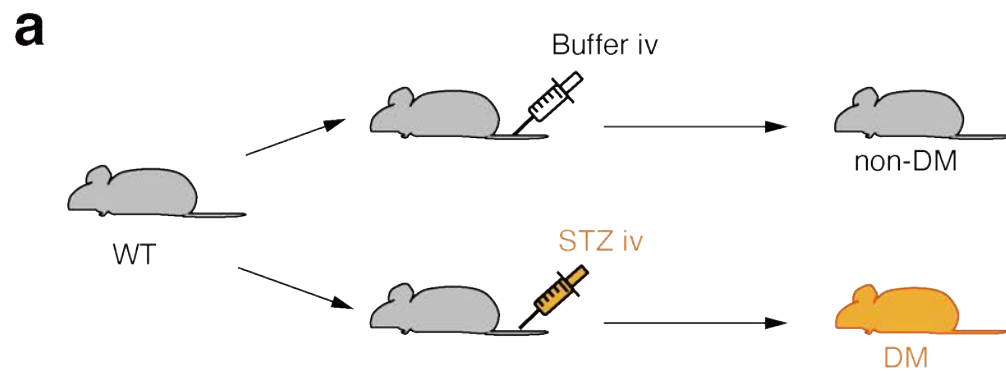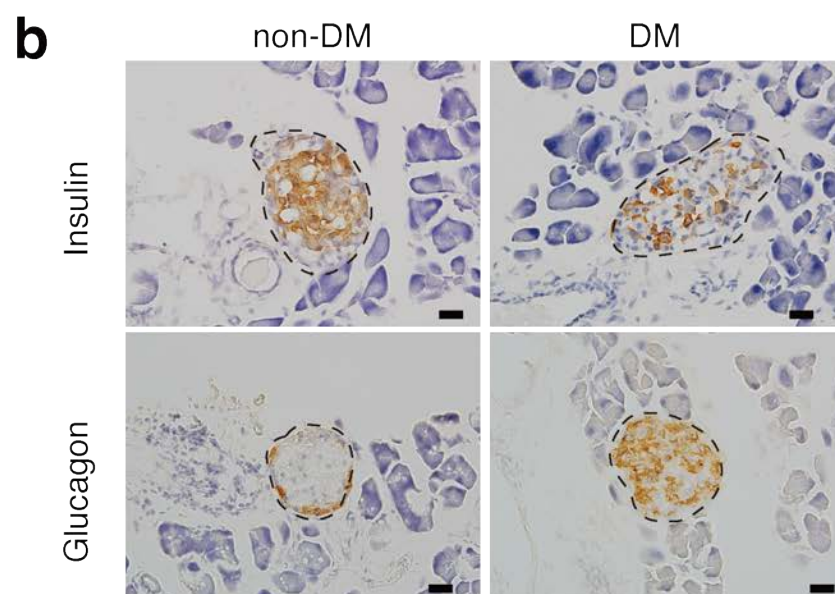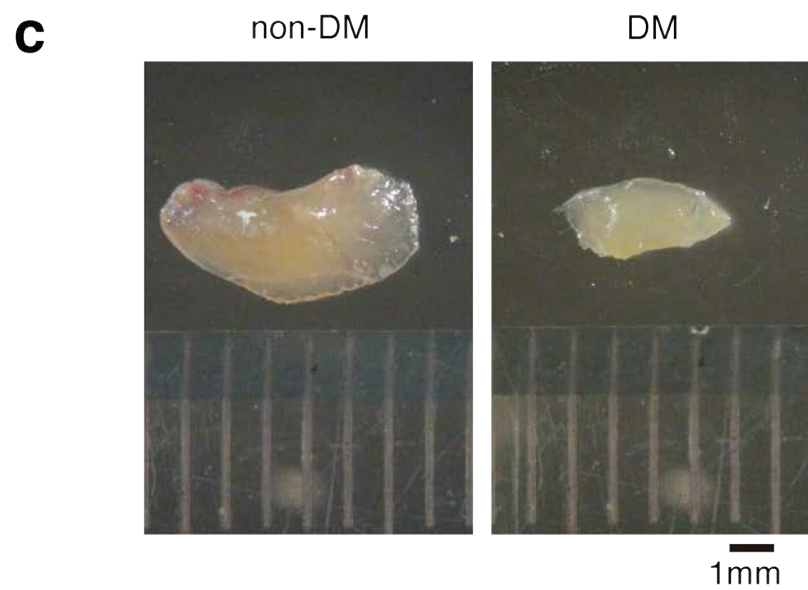

Supplementary Fig. 1. (a) Citrate buffer (pH 4.5) or STZ (150 mg/kg) in citrate buffer (pH 4.5) was injected into the tail veins of male C57BL6/J mice to induce nondiabetes (non-DM) or diabetes (STZDM), and all mice were sacrificed at 12 weeks. Gray mice indicate non-DM, and orange mice indicate DM mice. White syringe shows control buffer injection whereas orange indicates STZ injection. (b) Immunohistochemistry for insulin (upper panels) and glucagon (lower panels) are shown. Positive signals are shown in brown. (c) Pictures of the thymus mass in DM (n=1) and non-DM mice (n=1).

Supplementary Figure 2

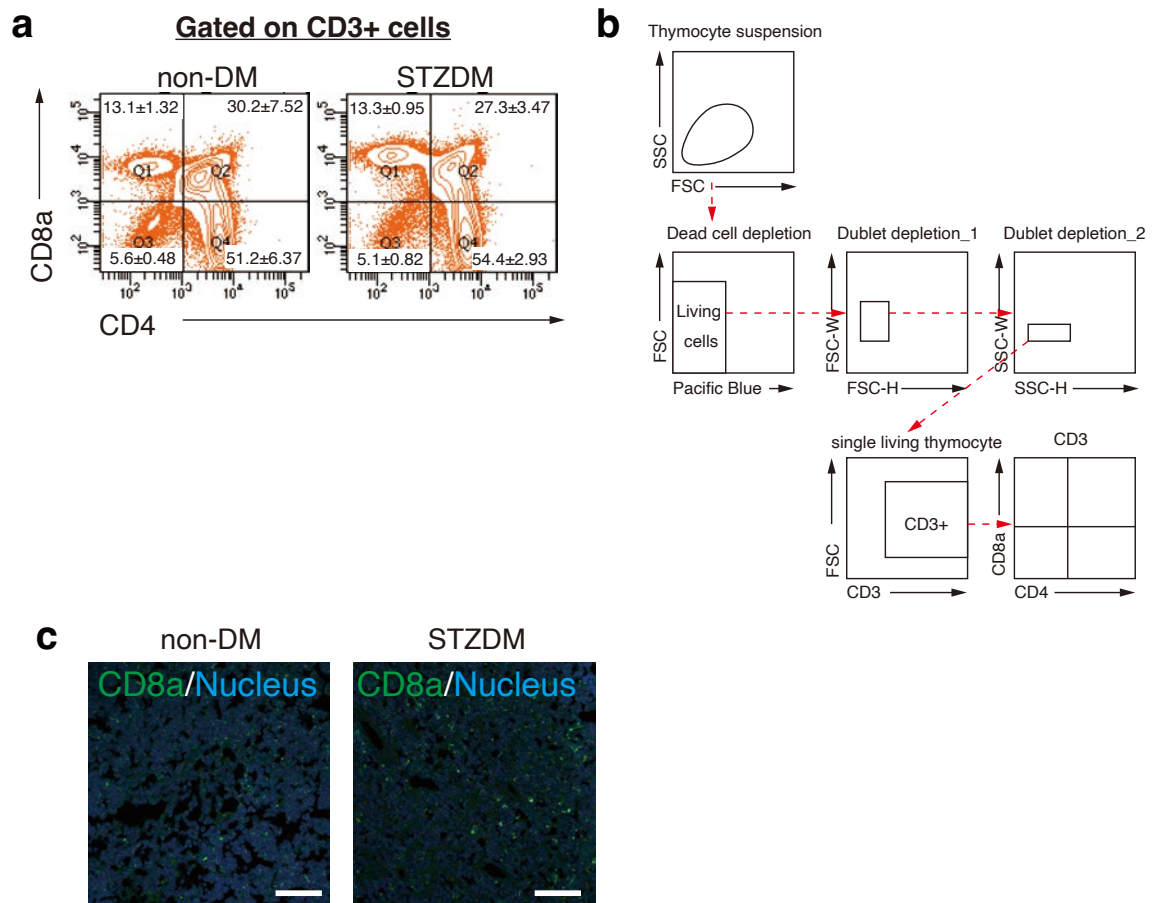

Supplementary Fig. 2. The effect of streptozotocin on T cells in the thymus of diabetic and non-diabetic mice. (a) Dot plot diagrams showed that the fractions of CD4<sup>+</sup> (bottom right quadrant), CD8<sup>+</sup> (top left quadrant), and both positive (top right quadrant) cells in total CD3<sup>+</sup> cells in control non-diabetic mice (n=4) are also similar to those in STZ-induced diabetic mice (n=4). A portion of unstained suspended cells was stained with an isotype control of each fluorescent antibody to determine gating. Data are indicated as means  $\pm$  SE. (b) Gating strategy for FACS analysis of thymocyte suspension from non-DM and STZDM. (c) immunohistochemistry showed that the number of CD8a in the thymus of non-diabetic mice were not different from those in diabetic mice.

Supplementary Figure 3

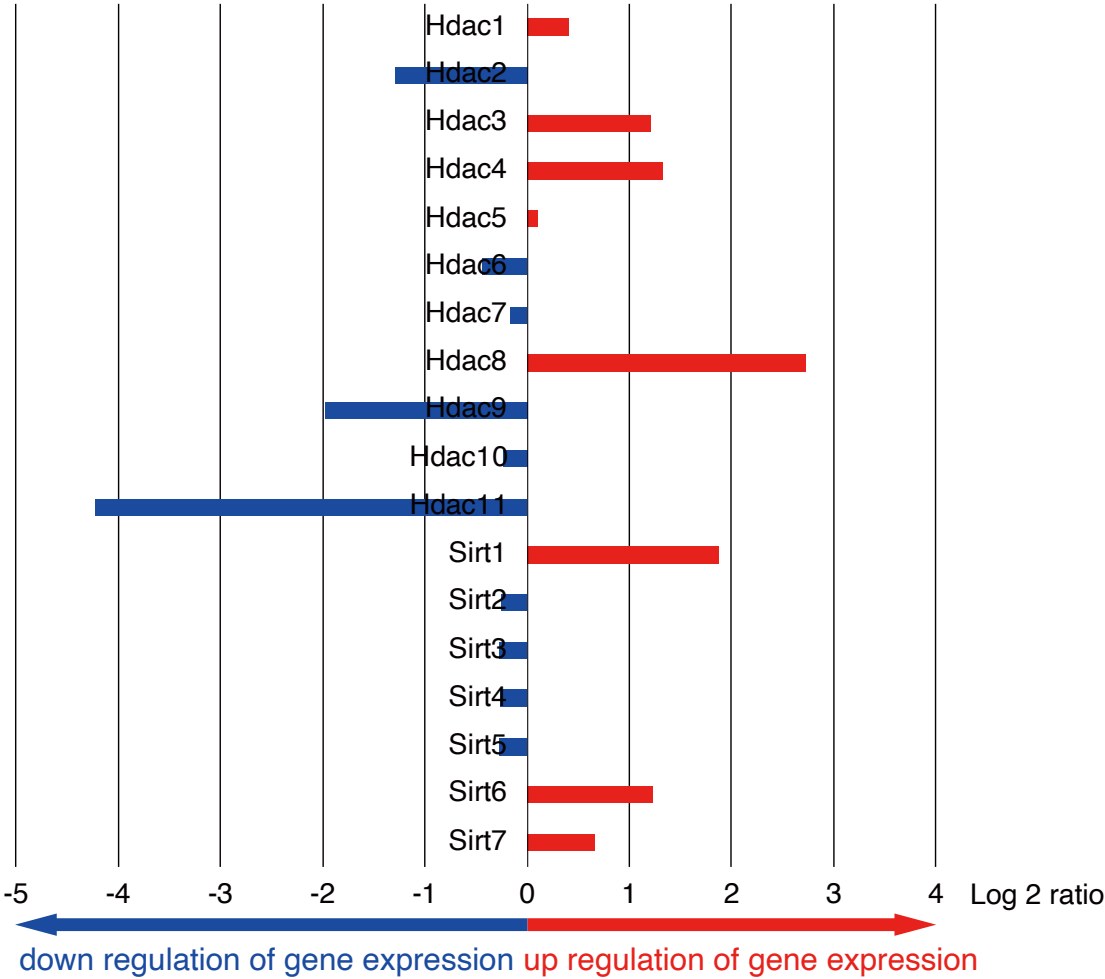

Supplementary Fig. 3. Altered HDAC expression in LSK cells in the bone marrow of diabetic mice. The mRNA expression levels for several types of HDACs examined by microarray analysis are shown ([Gene Expression Omnibus \(GEO\) accession No. GSE224690](#)).

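Among the HDAC and sirtuin genes, 8 had several probes with a ratio or bound, and the probes of 6 of them had log2 ratios of opposite sign. In 3 genes, Hdac8, Sirt6 and Sirt7, the probes differed by more than 2-fold. The second probe of Hdac8 (A_52_P464062) rose from an intensity of 22.3 in nondiabetic to 161.6 in diabetic LSK cells, a log2 ratio of 2.74. The second probe of Sirt7 (A_55_P2045697) rose from 37.0 to 63.8, a log2 ratio of 0.67. For Sirt6, the second probe (A_55_P2072468) had a log2 ratio of -0.04. The further probes of Hdac1 had log2 ratios of 0.42 (A_66_P128384) and 0.34 (A_55_P1970775). Hdac10 and Sirt4 had second probes at 0.08 and 0.09. The second probe of Hdac6 lay at -0.42, on the side of the first. The second probe of Hdac9 (A_55_P2065074) was well above background in nondiabetic LSK cells only and at least 2.24-fold lower in diabetic LSK cells.

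**Figure D1:**
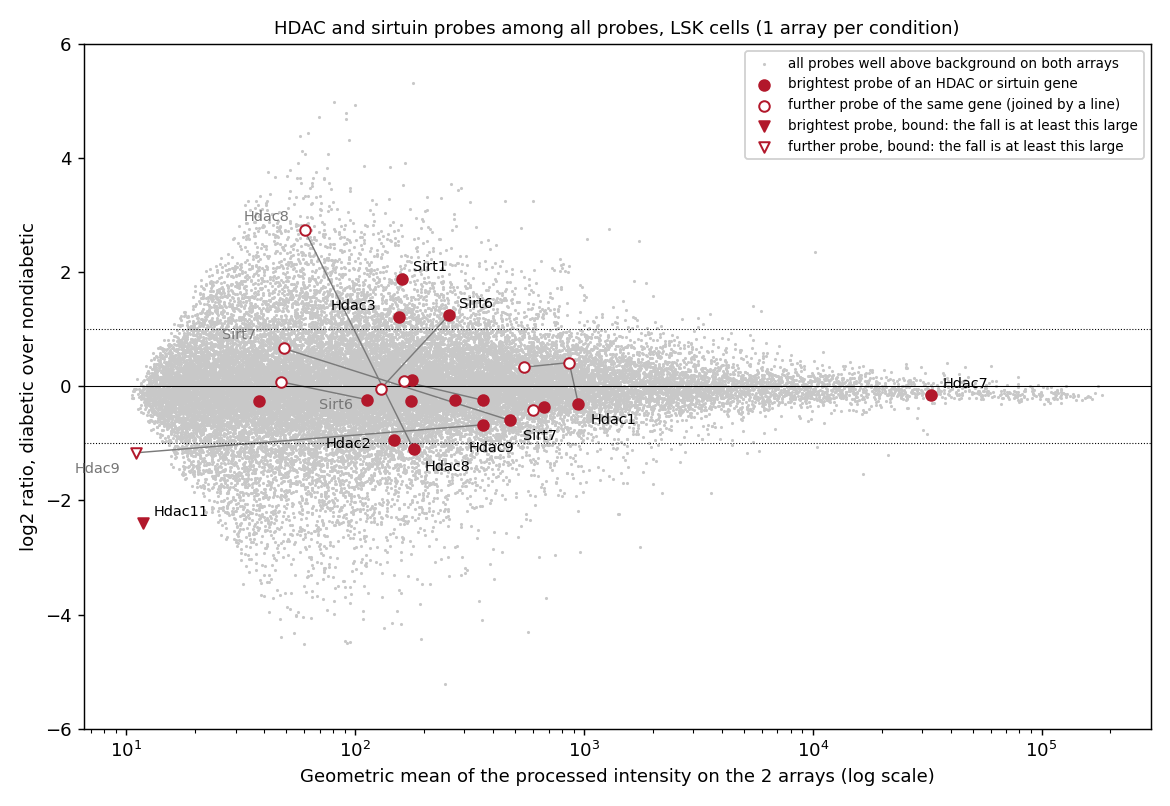
Log2 ratio of diabetic over nondiabetic LSK cells against the geometric mean of the processed intensity on the 2 arrays, on a log scale, for all probes well above background on both arrays (grey) and for the probes of HDAC and sirtuin genes (red), with probes of 1 gene joined by a line, bounds as triangles and dotted lines at 2-fold. The second probe of Hdac8, at 2.74, lies on the opposite side of 0 from the first, and the HDAC and sirtuin probes measured on both arrays lie within the cloud of grey points.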

Supplementary Figure 4

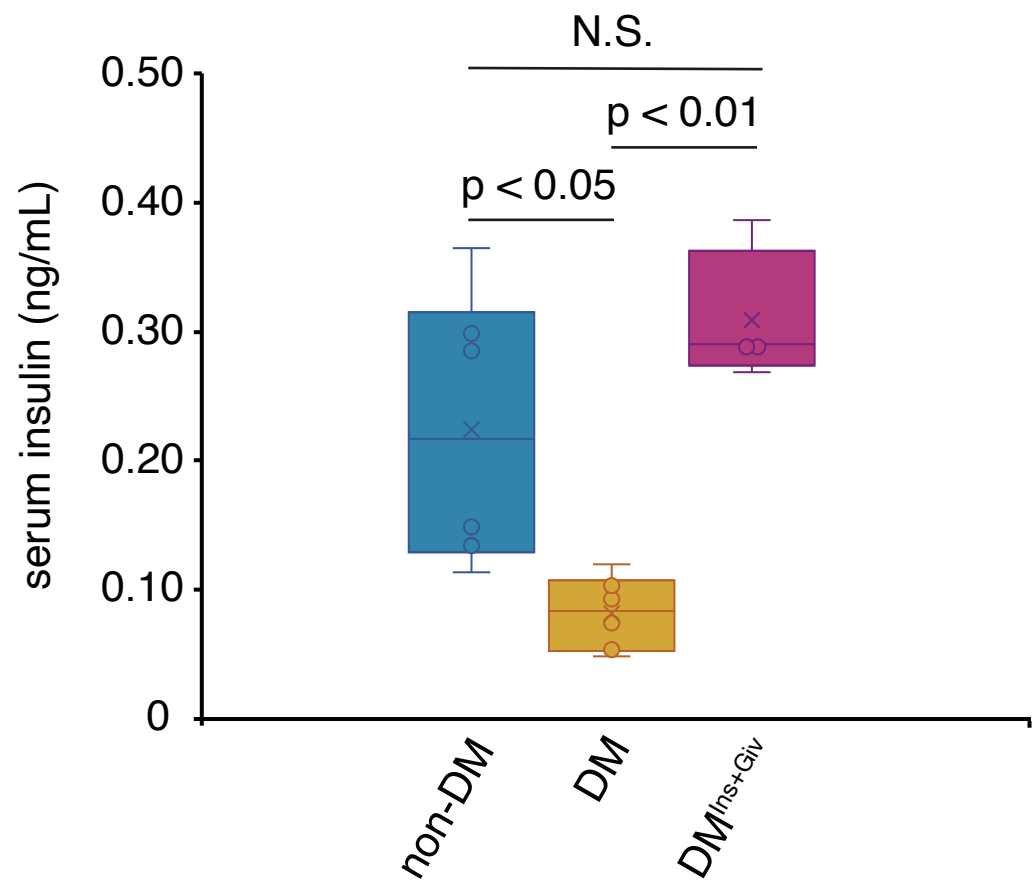

Supplementary Fig. 4. The box plot of combination therapy restored serum insulin concentrations at the end of the study in diabetic mice (non-DM (n=6), DM (n=6), DM<sup>Ins+Giv</sup> (n=4)).

Supplementary Figure 5

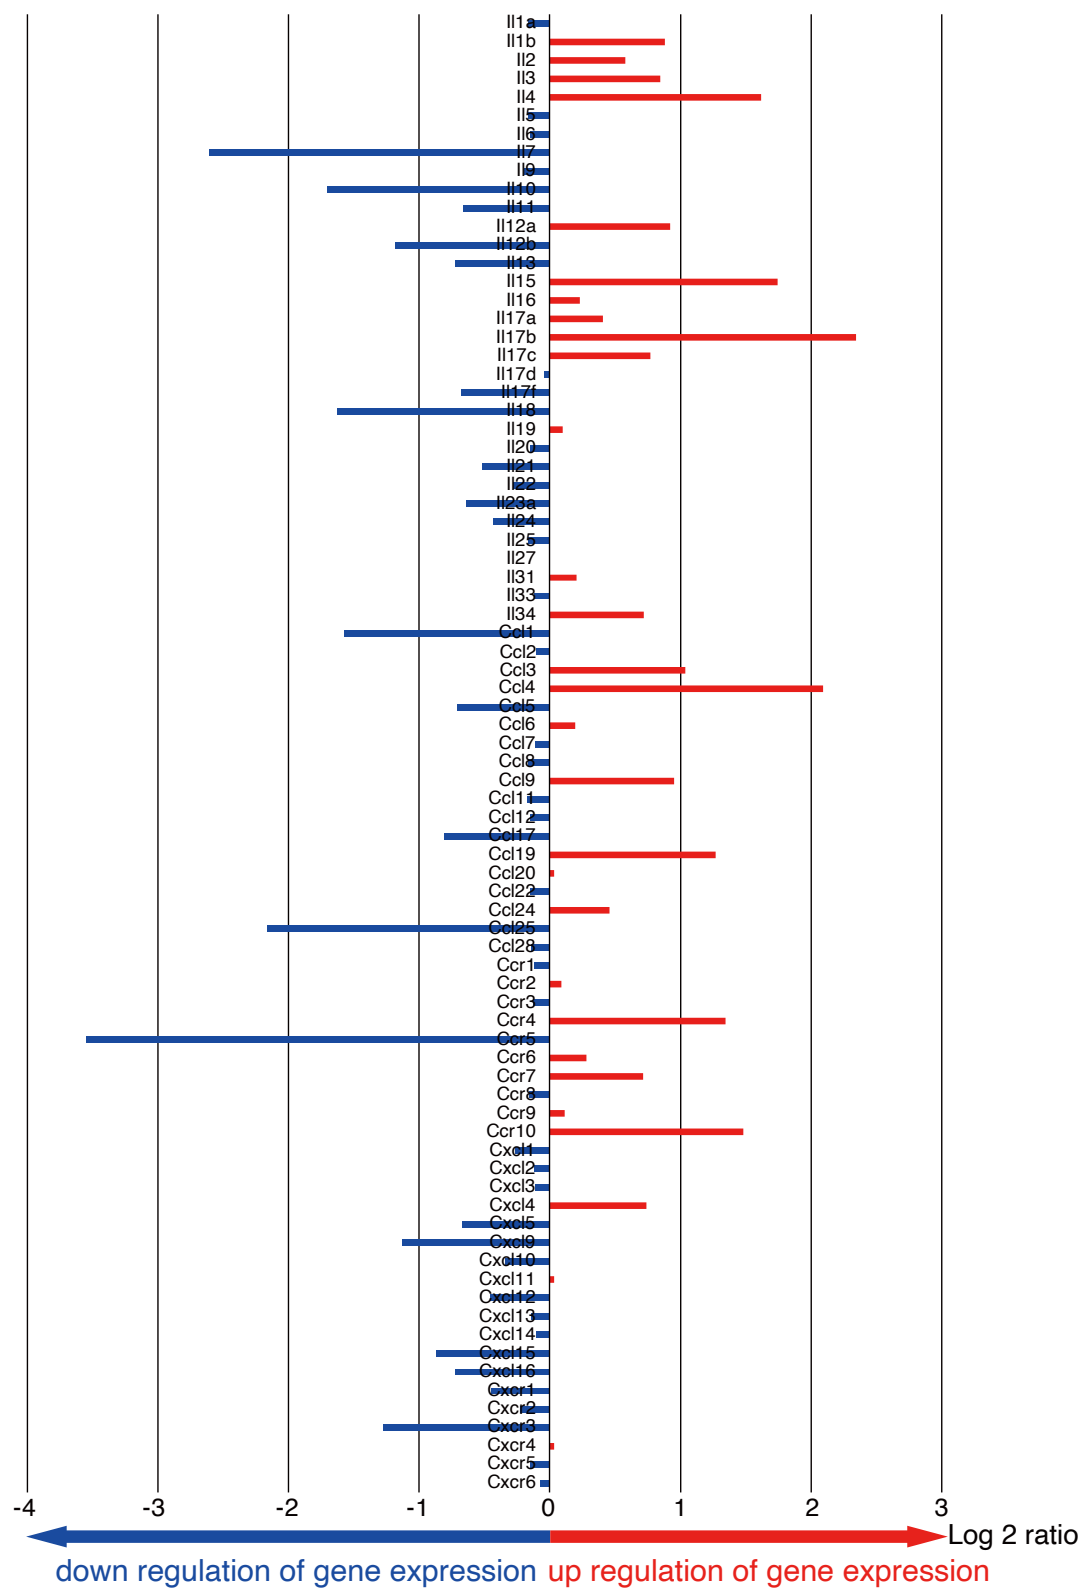

Supplementary Fig. 5. Altered chemokine expression in LSK cells in the bone marrow of diabetic mice ([Gene Expression Omnibus \(GEO\) accession No. GSE224690](#)).

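Of the genes shown in this figure, 79 have a probe on the arrays that the reference table names, and Cxcl11 has none. For 31 of the 79 the probe was well above background in nondiabetic and diabetic LSK cells, for 9 the ratio is a bound, and for 39 there is no ratio because neither array was well above background. In all, 4 of these genes were at least 2-fold higher in diabetic LSK cells and 2 at least 2-fold lower. Among the interleukins, Il15 (probe A_52_P15461) rose from an intensity of 22.6 to 82.7, a log2 ratio of 1.75. Il18 (probe A_66_P105046) fell from 43.8 to 15.4, a log2 ratio of -1.62. Il12a rose from 39.2 to 81.2, a log2 ratio of 0.93, and Il1b had a log2 ratio of 0.14. Il16, with a log2 ratio of 0.24, and Il17d, with -0.04, were brighter and changed little. The gene for the receptor of interleukin 7, Il7r, which the rule on symbols takes in and the figure does not show, had a log2 ratio of 1.06 and is named here after its value was seen. Over the 43 genes of the whole cytokine and chemokine family with a ratio or bound, the median log2 ratio was 0.04, at the 53.7th percentile of random lists of genes matched on signal.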

Supplementary Figure 6

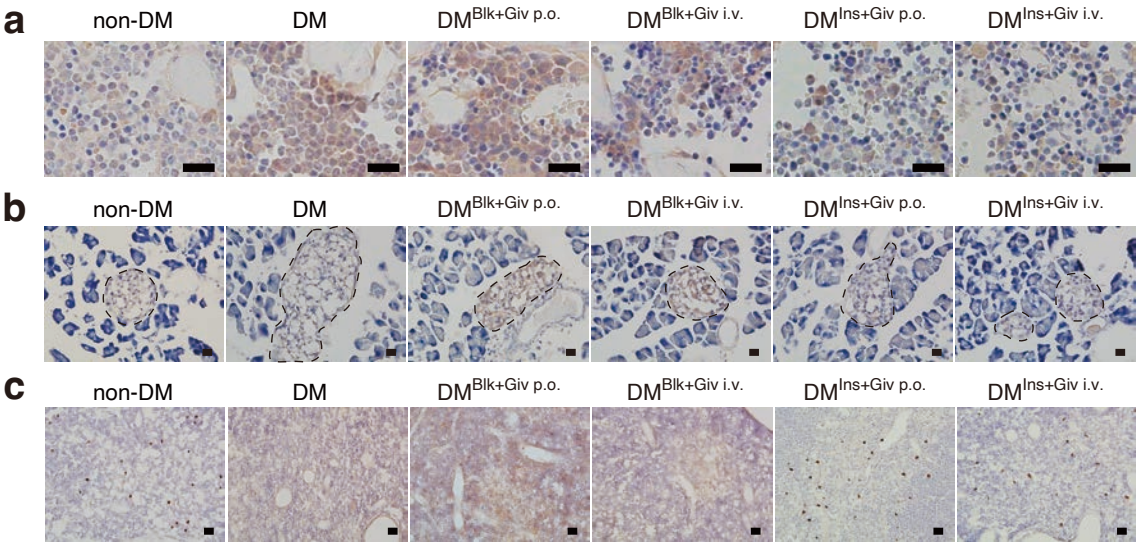

Supplementary Fig. 6. Combination therapy reduces TNF- $\alpha$  expression in the BM, pancreas and thymus and recovers thymus mass in diabetic mice.

Immunohistochemical analysis of TNF- $\alpha$  in the BM (a), pancreas (b) and thymus (c). Scale bars =20  $\mu$ m.

# Supplementary material for: Complete remission of diabetes with a transient HDAC inhibitor and insulin in streptozotocin mice
**Source:** Commun Biol. 2023 Jun 13;6:637. doi: 10.1038/s42003-023-05010-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Original data for the graphs used in the paper.

# Supplementary material for: Complete remission of diabetes with a transient HDAC inhibitor and insulin in streptozotocin mice
**Source:** Commun Biol. 2023 Jun 13;6:637. doi: 10.1038/s42003-023-05010-x
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------|
| Data collection | C1si confocal microscope (Nikon), TCS SP8 X confocal microscope (Leica), FreeStyle (Nipro),                  |
| Data analysis   | EZ-C1s software (Nikon), LAS X small (Leica), Illustrator 2022 (Adobe), Image J 1.53(NIH), Excel (Microsoft) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

we got accession number from GEO.  
(Accession number GSE224690)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

Antibodies used

rabbit anti-TNF- $\alpha$  polyclonal antibody (Abcam, Cambridge, UK, #ab6671, 1:100)  
 Vcam-1 Rabbit monoclonal antibody (mouse specific) (clone D8U5V, Cell signaling Technologies, #39036, Lot: 1, 1:400)  
 CSPG4, NF2 Rabbit Polyclonal antibody (Proteintech, #55027-1-AP, 1:100)  
 Anti-Von Willebrand Factor polyclonal antibody (Abcam, #ab11713, Lot:GR3197920-3, 1:100)  
 Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific Inc. Waltham, MA, USA #A-11008, Lot: 2521157, 1:1000)  
 Donkey anti-Sheep IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (Thermo Fisher Scientific Inc. #A-11015, Lot: 1900213, 1:1000)  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 555 (Thermo Fisher Scientific Inc. #A-31572, Lot: 2088692, 1:1000)  
 Purified anti-mouse CD16/32 antibody (Clone 93, Biolegend, #101301, 0.5 $\mu$ g/100 $\mu$ l)  
 PE/Cyanine7 anti-mouse CD3 antibody (Clone 17A2, Biolegend, #100219, 0.1 $\mu$ g/100 $\mu$ l)  
 FITC anti-mouse CD4 (Clone GK1.5, Biolegend, #100405, 0.25 $\mu$ g/100 $\mu$ l)  
 APC anti-mouse CD8a (Clone 53-6.7, Biolegend, #100711, 0.1 $\mu$ g/100 $\mu$ l)

## Validation

We decided optimal concentration and reaction time of all antibodies before our study started.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

C57BL/6J mouse (Japan SLC),  
 C57BL/6-Tg (UBC-GFP) 30Scha/J mice (The Jackson laboratory, Stock #004353),  
 B6.Cg-Gt(ROSA)26Sortm9(CAG-tdTomato)Hze/J (The Jackson laboratory, Stock #007909),  
 Ayu1 promoter-driven Cre recombinase-expressing mice (Niwa H et.al, 1993)

## Wild animals

No.

## Reporting on sex

male

## Field-collected samples

No.

## Ethics oversight

Our animal studies were approved by the Animal Care Committees of Shiga University of Medical Science.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Thymus were isolated from non-diabetic and diabetic mice perfused with PBS(-) after anesthesia to prepare the suspensions of the thymocyte. Thymocyte suspensions were stained with LIVE/DEAD violet dead cell stain kit (ThermoFisher Scientific) for 30 minutes to remove dead cells, washed with PBS(-), and reacted with anti-CD16/32 antibody (Clone 93, Biolegend) to block Fc receptor. Cell suspensions were then stained with PECy7 CD3 (Clone 17A2, Biolegend), FITC CD4 (Clone GK1.5, Biolegend), and APC CD8a (Clone 53-6.7, Biolegend) antibodies for 30 minutes. The suspensions of stained cell were analyzed using FACS Aria Fusion (BD bioscience).

## Instrument

FACSAria Fusion (BD Biosciences)

## Software

FACS Diva4.0 software (BD Biosciences)

## Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

## Gating strategy

A portion of unstained suspended cells was stained with an isotype control of each fluorescent antibody to determine gating. Acquired data were analyzed using FACS DIVA software (BD Bioscience).

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

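Expression in LSK cells was measured on 2 Agilent arrays, 1 for nondiabetic and 1 for STZ-induced diabetic mice. The authors deposited, for each array, the output of Agilent Feature Extraction 11.5.1.1, with processed intensities that the software had corrected for background within the array and that were not normalized between arrays. The grid of the array refers to the mouse genome build mm9, and no coordinates were used. The authors also deposited a table of processed intensities for both arrays. Set against the scanner output spot by spot, each of its columns was the processed intensity times 1 constant, with a log2 factor of 3.48 for the nondiabetic and 3.35 for the diabetic array. The paper's text does not name the normalization of the arrays.

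The deposited intensity was taken to log2, and each array's 75th percentile over non-control spots was subtracted (168 for the nondiabetic and 182 for the diabetic array, in intensity). Spots marked by the software as non-uniform or as population outliers on either array were left out on both, and saturated spots would have been kept. Log2 values were averaged over the spots of a probe, which left 55661 of 55681 probes. Most probes, 55249, were printed once, 33 were printed 2 times and 399 were printed 10 times. A probe counted as well above background where most of its spots carried the software's flag, which held for 34818 probes on the nondiabetic array and 35551 on the diabetic array. Ratios and folds are diabetic over nondiabetic. A bound takes the higher of the dim probe's own value and the lowest value well above background on that array (intensities of 10.2 and 10.1), and no bound is given where it would come to less than 1-fold. Probes were named by matching their transcript identifiers, without versions, to a reference table of assembly GRCm38.p6, which named 31845 of the 59305 non-control spots (53.7%), 28319 probes and 21360 genes. Of these genes, 5751 had several probes, and the probe with the highest mean log2 signal stood for the gene.

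No test was made, because each condition has 1 array. The precision is limited by that number. The only spread the arrays give is that between spots of probes printed at least 5 times. Both arrays share 1 slide and 1 scan, so neither separates the conditions. Genes were described by size, with a 2-fold and a 4-fold limit. The median log2 ratio of a gene list was placed among the medians of 10000 random lists of the same size, matched gene by gene on mean signal in 20 bins, for lists with at least 3 genes with a value. The lists were the HDAC and sirtuin family, the cytokine and chemokine family by symbol, and 12 lists of marker genes: long-term HSC, multipotent progenitor, granulocyte-monocyte, erythroid, megakaryocyte and platelet, B cell, T and NK cell, bone marrow stroma and endothelium, cell cycle, immediate early and stress, interferon response, and housekeeping. Xist and 4 Y-linked genes were read for the sex of the mice. The lists, the 2-fold and 4-fold limits and the genes to be named were chosen before the data were examined. Those genes are Hdac1 to Hdac11, Sirt1 to Sirt7, the genes of Supplementary Fig. 5, Tnf, Ins1, Ins2, Vcam1, Kit, Ly6a, the sex genes, the marker genes, and the 5 genes with the largest rise and the 5 with the largest fall on probes measured on both arrays. Not every one of these genes is reported here.

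The alternatives were normexp background correction with an offset of 50 on the median spot intensity and the median local background, quantile normalization, centring on the median log2 ratio, loess of the log2 ratio on the mean log2 signal, no filter on dim probes, only probes well above background on both arrays, the mean over the gene's probes, the authors' table of processed values, and a floor at the lowest value well above background with no other filter. Normexp was meant for the mean spot intensity, which is not used here. The steps were tested on simulated data for 1 nondiabetic and 1 diabetic array with 55681 probes. Of 200 probes given a log2 change of 2, 100% were recovered past 2-fold, and 0 of 35332 unchanged probes passed it. Of 100 random lists, 1 lay outside the 2.5th to 97.5th percentiles. The median absolute error in the simulated data was 0.07, small against the 2-fold limit. With so small an error, the recovery and the lack of false calls were nearly given in advance. These counts check the calculation only and do not show how many of the real changes past 2-fold would repeat. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1.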

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

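The test in this part was chosen before its result was seen. Xist, the RNA of the inactive X chromosome, is outside the genes the paper discusses and had a strong signal on both arrays. Its intensity was 11041 in nondiabetic and 13111 in diabetic LSK cells. The brightest of 308 negative control spots had 466 on the nondiabetic array and 6.84 on the diabetic array, with medians of 2.35 and 2.32. The paper describes male mice and the labels of both arrays give female mice. If male mice were the source of the RNA, Y-linked genes would be well above background and Xist would not. Of the 4 Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty, 0 were well above background on either array. These values argue against male mice as the source of either array's RNA and are in line with the labels. Whether the arrays came from a separate group of female mice stays open. The sex does not separate the 2 arrays, since Xist was high and the Y-linked genes were dim on both.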

How the results depend on the processing

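The gene lists, and the genes outside the HDAC, sirtuin and cytokine families, were put through the alternatives only after their values had been seen. Normexp was also run in a form chosen then, on the median spot intensity, and normexp on the mean spot intensity was not run. Leaving out a replicate was not possible with 1 array per condition. No paired analysis was possible because each condition has 1 array and no result comes from a test.

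Of the 45 named genes past 2-fold, 45 stayed past 2-fold in the same direction under quantile normalization, centring on the median log2 ratio, loess, the authors' processed values, no detection filter and the floor. The count was 38 with only probes well above background on both arrays, 41 with the mean over the gene's probes and 17 under normexp. Several of the settings that kept all 45 could hardly lose a gene. The floor leaves these ratios as they are, and no detection filter mainly enlarges bounds. Centring and the authors' processed values shift all ratios alike by far less than 2-fold. The 45 also include the genes chosen for the largest rises and falls.

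Under normexp, HDAC and sirtuin genes at least 2-fold higher and lower went from 3 and 2 to 1 and 0, and cytokine and chemokine genes from 5 and 2 to 1 and 0. Over all probes, those at least 2-fold higher and lower went from 2914 and 2965 to 1065 and 1061, and those at least 4-fold higher and lower from 606 and 700 to 59 and 91. Normexp adds an offset of 50 to every intensity, which draws the ratios of dim probes towards 0. The interferon response list went from percentile 98.3 to 91.3. With no detection filter the counts were 8 and 5 for cytokine and chemokine genes, 6488 and 6437 for probes past 2-fold, and 2119 and 2131 past 4-fold, since dim probes then count. The floor gave 1096 and 1184 probes past 4-fold, for the same reason. With only probes well above background on both arrays, which leaves out bounds, 1 HDAC or sirtuin gene and 1 cytokine or chemokine gene were at least 2-fold lower, and the housekeeping list was at the 97.6th percentile (89.3 before). With the mean over the gene's probes, 2 HDAC or sirtuin genes were at least 2-fold higher and 1 lower, 3 of the 5 genes past 2-fold stayed past it in the same direction, Sirt6 went from 1.24 to 0.60, the HDAC and sirtuin list from percentile 4.54 to 25.9, the log2 ratio of Hdac8 reversed from negative to 0.82, since its probes disagree, the long-term HSC list was at the 99.7th percentile (87.4 before) and the granulocyte-monocyte list at the 0.50th (3.47 before). The cause of these shifts in the lists was not tested.

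Signal over background limits the cytokine and chemokine family most, where 42 of 85 genes have no ratio.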

Differences from the paper's values

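The form of normexp used was chosen only after the data were seen. The paper's values are log2 ratios of diabetic over nondiabetic LSK cells, read by eye from its bar charts. For Supplementary Fig. 3, 5 of the 17 genes with a ratio or bound differed from the paper's value by more than the larger of the spot SD and the reading error of 0.1. For Hdac1 the paper's value is about 0.4 in Supplementary Fig. 3, read by eye, and the value here is -0.32. For Hdac2 the paper's value is about -1.3 in Supplementary Fig. 3, read by eye, and the value here is -0.95. For Hdac8 the paper's value is about 2.7 in Supplementary Fig. 3, read by eye, and the value here is -1.103. For Hdac9 the paper's value is about -2 in Supplementary Fig. 3, read by eye, and the value here is -0.67. For Sirt7 the paper's value is about 0.7 in Supplementary Fig. 3, read by eye, and the value here is -0.60.

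For Supplementary Fig. 5, 4 of 40 genes differed. For Il1b the paper's value is about 0.9 in Supplementary Fig. 5, read by eye, and the value here is 0.14. For Ccl19 the paper's value is about 1.3 in Supplementary Fig. 5, read by eye, and the value here is 0.21. For Ccl25 the paper's value is about -2.2 in Supplementary Fig. 5, read by eye, and the value here is -0.053. For Cxcl9 the paper's value is about -1.1 in Supplementary Fig. 5, read by eye, and the value here is -0.010. All 9 differences were also present under each of the 8 alternatives set before the data were examined and under normexp, so none of these settings reached the paper's value for any of the 9 genes. Except for the mean over the gene's probes, each setting takes the gene's brightest probe, averaged over its spots. Such settings could hardly reach the value of another probe or of a single spot. That the differences recur therefore says little about their cause. Some settings made further genes differ from the paper. These were 21 under normexp, 6 with the mean over the gene's probes and 4 with the floor. Quantile normalization and loess each added 2, and the authors' processed values added 1.

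The paper states that Hdac1, Hdac3, Hdac4, Hdac8, Sirt1, Sirt6 and Sirt7 were upregulated. Of these 7 genes, 3 were higher here (Hdac3, Sirt1 and Sirt6), Hdac1, Hdac8 and Sirt7 were lower by their brightest probe, and Hdac4 was not well above background on either array, with intensities of 2.38 and 6.54. Of the 3 genes that the paper states were downregulated, Hdac2, Hdac9 and Hdac11, 3 were lower here. With the mean over the gene's probes, which was set before the data were examined, Hdac1, Hdac8 and Sirt7 were higher, at 0.15, 0.82 and 0.04. Supplementary Fig. 5 shows bars for genes that have no ratio here, 39 of 79, because neither array was well above background.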

Other observations

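The comparison of probes of 1 transcript, its split by the number of transcripts, its use for cells of another type, the gap between HDAC genes that rose and fell, and the match of the figures to single spots were chosen only after the results they concern were seen. The other tests were set beforehand.

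Over all probes well above background on both arrays, 2914 of 32506 were at least 2-fold higher in diabetic LSK cells and 2965 at least 2-fold lower, 18.1% together, and 606 and 700 passed 4-fold. These counts describe 2 arrays, since no replicate gives the spread between mice. Of these changed probes, the dimmest of 3 groups of equal size by intensity held 42.1%. The middle group held 44.3% and the brightest 13.6%, with 22.9%, 24.0% and 7.37% of the dimmest, middle and brightest probes changed. The share in the dimmest group does not decide whether dim signals are the cause, because a dim probe that fell to background on 1 array is left out of it.

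Probes of 1 transcript were then set against each other. Over 2816 transcripts with at least 2 probes well above background on both arrays, the log2 ratios of the brightest and the next probe had a Pearson's r of 0.153 and a Spearman's rho of 0.145. These correlations are across transcripts, which are not independent replicates. Over 269 probes with several spots, the log2 ratios of a pair of spots of 1 probe had an r of 0.954. Where the brightest probe changed at least 2-fold, in 429 transcripts, the next probe went the same way in 247 (57.6%), and in 107 (24.9%) it also passed 2-fold. With the next probes shuffled 1000 times within these groups, the highest r was 0.0643 and the highest share going the same way 56.9%, so the relation between probes was weak but lay above the shuffled values. Most of the changes past 2-fold may therefore belong to a probe and not to its transcript, a hypothesis found and tested on the same data. A difference between alternative transcripts as the whole cause would give probes of genes with 1 transcript in the reference table ratios nearly as close as those of spots, and their r was 0.229 over 651 pairs, with 69.6% going the same way, against 0.135 and 54.9% for genes with several. A part for alternative transcripts stays open. So does uneven amplification of the 8.3 ng of RNA along a transcript, which these arrays do not test, and an effect of diabetes on some genes.

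For the HDAC and sirtuin family, the median absolute log2 ratio was 0.36, at the 33.5th percentile of random lists matched on signal, whose median was 0.42. For the cytokine and chemokine family it was 0.35, at the 5.80th percentile, with 0.50 for random lists. By this median, both families moved no more than other genes of the same signal. The spread of all genes at the same signal is therefore a candidate explanation for the median size of their changes. The counts past 2-fold were not matched on signal and do not decide this. They were 5 of 17 HDAC and sirtuin genes, against 18.1% of all probes measured on both arrays. Of 43 cytokine and chemokine genes, 5 were at least 2-fold higher and 2 lower. Of the 5 HDAC and sirtuin genes past 2-fold, 0 changed sign under any of 5 settings, the scalings between arrays and normexp background correction. That alone decides nothing, because these settings move the median of all probes by far less than 2-fold. Scaling between arrays moves probes of like signal alike, however. Hdac3, Sirt1 and Sirt6 rose while the brighter probe of Hdac8 fell at overlapping signals. The gap in log2 ratio between Hdac3 and this probe was 2.32, a size set in part by choosing genes past 2-fold in opposite directions. It was 2.31 under quantile normalization and 2.32 under loess. Under normexp, a background correction, it was 1.54. Centring and the authors' processed values shift all probes alike and cannot change the gap. For these probes the gap argues against scaling as the cause of rises and falls together. The other probe of Hdac8 rose (log2 ratio 2.74), so a fall of the gene itself stays open.

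Cells of another type among the sorted cells would raise the genes of a mature lineage as a set. Of 6 lists of mature lineages, the highest median was at the 92.5th percentile (B cell, 6 of 8 genes with a value), so none lay above the central 95% of random lists. This does not exclude cells of another type. In the B cell list Cd79a rose (log2 ratio 1.51), Igll1 had a bound of 1.76, and Vpreb1 and Pax5 had log2 ratios of 0.48 and 0.20, against -0.39 for Cd79b. In the megakaryocyte and platelet list Gp9 had 1.52, and Pf4, Itga2b and Gp1bb had 0.75, 0.31 and 0.12, against -0.12 for Vwf. The others were megakaryocyte and platelet at 88.0 (6 of 7 genes), erythroid at 19.7 (7 of 8), bone marrow stroma and endothelium at 9.55 (5 of 8), T and NK cell at 8.10 (7 of 8) and granulocyte-monocyte at 3.47 (9 genes with a value). Pf4 and Cxcl12 also belong to the cytokine and chemokine family. Another cell type changes whole transcripts, so the 24.9% of changed transcripts whose next probe also passed 2-fold the same way argue against cells of another type as the source of most changes. The globin genes did rise, Hba-a1 from an intensity of 1984 to 4967 (log2 ratio 1.21) and Hbb-b1 from 102 to 225 (1.02), and Alas2 had a log2 ratio of 0.35, while Klf1, Epor, Car1 and Car2 had -0.30, -0.20, -0.24 and -0.18. A small amount of RNA from B cells, megakaryocytes or red cells stays open for these genes.

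Of all 14 lists, 1 lay outside the central 95% of random lists, where chance gives 0.7. It was the interferon response list, at 98.3, whose genes went both ways: Oasl2 at 1.14 and Rsad2 at 0.74, but Ifit3 at -2.13, Irf7 at -1.04 and Isg15 at -1.03. Long-term HSC was at 87.4, multipotent progenitor at 84.8, cell cycle at 78.3, immediate early and stress at 35.8 and housekeeping at 89.3.

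The values of Supplementary Fig. 3 and Supplementary Fig. 5 were set against single spots of the authors' processed values. Of 18 genes whose spots differ by more than 0.2, the figure's value lay within 0.1 of some spot in 18, of the brightest probe in 6, and of the spot with the largest change in 15. Over all 97 genes with a spot the counts were 97, 84 and 92. The use of another probe or spot of the same gene is a candidate explanation for the differences from the paper's values.

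By the brightest probe, among genes that the reference table names, the largest rises were those of Suds3 (log2 ratio 3.84), Wfdc2 (3.76), Hectd3 (3.76), Ppp1r3e (3.65) and Epha10 (3.58). The largest falls among them were those of Gsta3 (-4.52), Dcaf12l1 (-4.51), Nhsl2 (-4.43), Ripk1 (-4.31) and Evpl (-4.14). Some probes that the table does not name, and a further probe of a named gene, changed by more. The second probe of Nhsl2 (A_55_P2181276) went the other way, with a log2 ratio of 2.22, and its next 2 probes had bounds of -1.51 and -2.19. The second probes of Gsta3 and Wfdc2 went the same way as the first, with bounds of -3.07 and 0.65, and that of Epha10 was not well above background on either array.

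The paper reports TNF-α, proinsulin and Vcam-1 for other cells or for a part of the LSK population. In LSK cells, Tnf was not well above background on either array, with intensities of 6.65 and 10.1. Ins1 fell from 62.7 to 20.0 (log2 ratio -1.76), and Ins2 had a log2 ratio of -0.31. Vcam1 rose from 21.4 to 41.6 (0.84) by its brighter probe. The other Vcam1 probe (A_52_P520495) was not well above background on either array, with intensities of 10.0 and 2.52. Kit and Ly6a, the genes of the c-kit and Sca-1 markers, had log2 ratios of -0.09 and 0.44.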
